# Trim33 masks a non-transcriptional function of E2f4 in replication fork progression

**DOI:** 10.1038/s41467-023-40847-0

**Published:** 2023-08-23

**Authors:** Vanessa Rousseau, Elias Einig, Chao Jin, Julia Horn, Mathias Riebold, Tanja Poth, Mohamed-Ali Jarboui, Michael Flentje, Nikita Popov

**Keywords:** Stalled forks, Double-strand DNA breaks, Oncogenes, Ubiquitylation, Transcription factors

## Abstract

Replicative stress promotes genomic instability and tumorigenesis but also presents an effective therapeutic endpoint, rationalizing detailed analysis of pathways that control DNA replication. We show here that the transcription factor E2f4 recruits the DNA helicase Recql to facilitate progression of DNA replication forks upon drug- or oncogene-induced replicative stress. In unperturbed cells, the Trim33 ubiquitin ligase targets E2f4 for degradation, limiting its genomic binding and interactions with Recql. Replicative stress blunts Trim33-dependent ubiquitination of E2f4, which stimulates transient Recql recruitment to chromatin and facilitates recovery of DNA synthesis. In contrast, deletion of Trim33 induces chronic genome-wide recruitment of Recql and strongly accelerates DNA replication under stress, compromising checkpoint signaling and DNA repair. Depletion of Trim33 in Myc-overexpressing cells leads to accumulation of replication-associated DNA damage and delays Myc-driven tumorigenesis. We propose that the Trim33-E2f4-Recql axis controls progression of DNA replication forks along transcriptionally active chromatin to maintain genome integrity.

## Abstract (web summary)

Here the authors show that under replicative stress the E2f4 transcription factor recruits the Recql DNA helicase to facilitate DNA replication. The Trim33 ubiquitin ligase targets E2f4 to limit its interactions with Recql and chromatin.

## Introduction

Oncogene-induced replicative stress is a hallmark of cancer^1^. Different oncogenes transform cells via distinct mechanisms but commonly lead to accelerated passage through the cell cycle, deregulation of transcription, and DNA replication^2^. Deregulated DNA replication is a major source of endogenous DNA damage, which underlies tumor heterogeneity and the development of aggressive, therapy-resistant tumors^2,3^. Stalling or slowing of DNA replication forks both under stress conditions (e.g., nucleotide depletion or exposure to therapeutic genotoxins) and during the normal cell cycle, activates DDR signaling, which promotes recruitment of factors that stabilize replication forks, repair DNA and mediates restart of DNA synthesis^2–4^. Aberrant or accelerated progression of replication forks, for example, upon inhibition of Parp1, or bypass of DNA lesions by translesion synthesis DNA polymerases, can lead to the accumulation of DNA damage and compromise genomic integrity^5,6^.

The deregulated activity of RNA Polymerase II (RNAPII) is a major factor underlying replicative stress in tumor cells^7,8^. Ectopic RNAPII activation can cause DNA torsional stress, excessive formation of DNA-RNA hybrids (R-loops), and collisions of RNAPII and DNA polymerase complexes (transcription-replication conflicts, TRCs). Accordingly, oncogenes such as Myc and Ras, that deregulate RNAPII also perturb DNA replication^9,10^.

The Myc oncogenic transcription factor is a key genome-wide regulator of RNAPII that recruits multiple factors to control transcriptional pausing, processive elongation, RNA maturation, and export^11,12^. Myc controls the expression of hundreds to thousands of genes and can thereby regulate many aspects of tumor development, including cell growth, proliferation, and metabolism. Beyond the function of individual genes, the genome-wide Myc-dependent effects on RNAPII can have a profound impact on cell fate. For example, pervasive activation of RNAPII activity leads to DNA damage and can underlie Myc-induced apoptosis^13^. In line with this idea, the development of Myc-overexpressing tumors often requires additional genetic alterations that allow tumor cell survival and proliferation under stress and high levels of DNA damage^13,14^. In the presence of such cooperating events, activation of Myc potently induces tumor formation in multiple tissues, including the lung, pancreas, skin, and the liver^11,14^. Consequently, cells overexpressing Myc are characterized by high levels of DNA damage and can be sensitized to inhibition of DNA damage response kinases ATR and ATM^15–17^.

Myc function is stringently regulated by the ubiquitin-proteasome system. Several ubiquitin ligases target Myc for degradation but also regulate its function in a non-proteolytic manner^18^. We have previously identified the Trim33 ubiquitin ligase in an shRNA screen for genes that regulate cell survival upon Myc activation^19^. Recent studies implicated Trim33 in controlling transcription, response to DNA damage, and apoptosis^20–22^. Since Myc induces replicative stress and DNA damage, which can contribute to Myc-induced apoptosis, we sought to investigate the role of Trim33 in oncogene- and drug-induced replicative stress.

We show that Trim33 regulates DNA replication limiting Myc- and drug-induced replicative stress. Mechanistically, Trim33 targets for degradation of transcription factor E2f4 and thereby restricts E2f4 interactions with chromatin and with the Recql DNA helicase. Replication checkpoint signaling transiently inhibits Trim33-dependent regulation to allow E2f4-dependent recruitment of Recql to chromatin, which facilitates the progression of DNA replication forks. Genetic deletion of Trim33 induces constitutive recruitment of Recql to chromatin, accelerates replication forks, and compromises checkpoint signaling and DNA repair under replicative stress. Consequently, loss of Trim33 leads to the accumulation of DNA damage and delays the development of Myc-driven tumors.

## Results

### Deletion of Trim33 abates replicative stress

We used CRISPR to abolish the expression of Trim33 in a murine liver cancer cell line (p19/Nras), derived from an autochthonous tumor induced by Nras expression in the p19/Arf-null mice, which provides a tractable genetic model for in vitro and in vivo analysis (Fig. 1a)^23^. Knockout of Trim33 did not impact the proliferation rate and cell cycle distribution of unchallenged cells (Supplementary Fig. 1a, b). Transcriptional profiling in Trim33-WT and two Trim33-KO cell lines cells using RNA-seq identified more than 4000 commonly deregulated genes (p adj <0.01); of these, transcripts associated with DNA replication (KEGG Pathway) were the top enriched group (Fig. 1b). 

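RNA-seq was performed in p19/Nras cells, a mouse liver cancer line, in which Trim33-WT cells and the Trim33-KO1 and Trim33-KO2 lines carried either a Ctrl vector or a vector for Myc. The data hold 12 libraries, 2 for each of the 6 groups, while the paper's legend of Fig. 1b gives n = 3. The paper's methods name the RNeasy kit and the NEBNext Ultra kit, whereas the sample records name TRIzol and the NEBNext Ultra II kit. The authors mapped the reads to the mouse genome build mm9 with STAR and deposited whole-number counts for 13107 genes, which they list by symbol and Entrez identifier. The counting tool and any filter on rare genes are not named in the paper's text, and the rarest gene listed had 26 counts over the 12 libraries. Total counts were 14753177 and 15269111 in the WT Ctrl libraries, 15161663 and 15225866 in KO1 Ctrl, and 15084070 and 15134510 in KO2 Ctrl. With the Myc vector they were 15198010 and 16591686 in WT, 17127201 and 15962956 in KO1, and 16750391 and 17949430 in KO2. The counts were normalized by edgeR's TMM method, with factors from 0.958 to 1.019, and tested with edgeR's quasi-likelihood test with all 12 libraries in the fit, so that the 6 groups shared an estimate of the spread. The low-count filter of edgeR removed 0 genes. Genes with a Benjamini-Hochberg adjusted p-value below 0.01, the threshold of Fig. 1b, were called. The biological coefficient of variation common to all genes was 0.0498. Replicate libraries differed by more than counting noise in every group: the squared difference per gene, in units of counting noise, was lowest in KO1 Ctrl, at 2.25, and highest in WT Myc, at 11.1. In counts simulated from these libraries, 199 of 200 genes given an absolute log2FC of 1 were recovered with 2 libraries per group, and 2 unchanged genes were called.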

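Trim33 mRNA (Entrez 94093) was checked first in every library. Its counts, scaled to the library totals as CPM, were 245.6 and 258.1 in WT Ctrl, 123.4 and 130.4 in KO1 Ctrl, and 200.9 and 206.8 in KO2 Ctrl. In the libraries labelled WT Myc they were 130.7 and 154.7, in those labelled KO1 Myc 185.4 and 192.5, and in those labelled KO2 Myc 124.1 and 124.7. With the Ctrl vector, the log2FC against WT was −0.99 in KO1 (standard error 0.0692, adjusted p = 3.5e-09 from edgeR's quasi-likelihood test) and −0.31 in KO2 (standard error 0.0676, adjusted p = 0.000966 from the same test). With the Myc vector, Trim33 mRNA went against the labels, since it was higher in the libraries labelled KO1 Myc than in those labelled WT Myc (log2FC 0.40, standard error 0.0686, adjusted p = 0.000243 in edgeR's test, and 0.0108 with these groups alone in the fit). Protein levels (Fig. 1a) were not analysed here.
With the Ctrl vector, 6842 of the 13107 genes were called in KO1 against WT, 3337 higher and 3505 lower. In KO2, 6545 genes were called, 3055 higher and 3490 lower. Both lines shared 5199 called genes, where independent calls would give 3417, and 5091 of the 5199 (97.9%) changed in the same direction. Of these, 2369 were higher and 2722 lower in both lines. Since both comparisons use the same WT Ctrl libraries, 48 pairs of unchanged groups were simulated against those libraries. The simulated pairs shared 0 called genes. Their mean Pearson correlation of log2FC across genes was 0.0447 (range −0.0627 to 0.143), against 0.77 for KO1 and KO2. The simulated groups were drawn around the observed means of the WT Ctrl libraries, which leaves out the chance error of those libraries. The simulation therefore cannot tell how much of the overlap or the correlation comes from sharing them. Genes are not independent replicates, so these correlations carry no p-value. Requiring an absolute log2FC of at least 1 as well moved the number of shared genes most, to 1280. The authors' deposited tables of their own edgeR comparisons pass 6847 genes in KO1 and 6570 in KO2, of which 6824 and 6528 were also called here.
Among the largest rises were those of Sod3 and Dntt in KO1 and of Dntt, Smpdl3b and Gas6 in KO2, and the largest falls were those of Grem1, Plcl1 and Peg3 in KO1 and of Grem1, Rin3 and Plcg2 in KO2. Of these genes, all but Gas6 had a group with at most 3 counts per library, so only a lower bound can be given. Dntt (Entrez 21673) was at least 122-fold higher in KO1 and at least 101-fold higher in KO2. Grem1 (Entrez 23892) had 0 counts in every KO Ctrl library and was at least 211-fold lower in KO1 and at least 214-fold lower in KO2. The log2FC of Gas6 (Entrez 14456) in KO2 was 6.56 (standard error 0.25, adjusted p = 4.76e-12 from edgeR's test), but WT Ctrl had at most 5 counts, and the value was 5.87 without replicate 1 and 8.03 without replicate 2 of WT Ctrl.
A list of 35 genes written by hand after the KEGG DNA replication pathway was tested on the mean log2FC of both KO lines. In this list 29 genes were higher than in WT, with a median log2FC of 0.62 (quartiles 0.17 and 0.83). The gene set test camera, with its preset correlation of 0.01, gave p = 6.55e-08, or 2.72e-07 after adjustment over the 10 lists tested. Of the 35 genes, 26 (74.3%) were called in both KO lines, against 39.7% of all genes tested (one-sided Fisher's exact test, adjusted p = 0.000168), and 28 passed for the mean of both lines when adjusted over the list alone. A mismatch repair list of 22 genes, 15 of them also in the DNA replication list, had a median of 0.71 with 19 genes higher (camera, adjusted p = 3.42e-06), and 15 genes were called in both lines (Fisher's exact test, adjusted p = 0.0128). A cell cycle list, of which 118 genes were tested, had a median of 0.22 with 82 genes higher (camera, adjusted p = 0.000354), and 63 were called in both lines (Fisher's exact test, adjusted p = 0.00557). Under the rotation test fry, the unadjusted p-values of these lists were at most 6.59e-06. Camera with an estimated correlation gave unadjusted p-values of 0.0187, 0.00718 and 0.0455 for DNA replication, mismatch repair and cell cycle. The latter values were not adjusted over the 10 lists, so they do not show that the adjusted calls hold. For the cell cycle list that value was 0.113 in KO1 alone and 0.0225 in KO2 alone. The wider DNA replication set of Reactome, with 95 genes, moved the median most, to 0.08 (a p-value of 0.00402 from limma's camera, unadjusted). Other comparisons of KO with WT did not show the rise of the 35 genes. In the untreated cells of the HU experiment described below, their median was −0.03 (17 higher, camera adjusted p = 0.926). Against WT Myc, it was −0.09 in the libraries labelled KO1 Myc (10 higher, adjusted p = 0.59). In those labelled KO2 Myc it was −0.03 (17 higher, adjusted p = 0.765). From the enrichment of DNA replication transcripts among the deregulated genes, the paper reasons that fork progression should be compared directly in Trim33-WT and Trim33-KO cells.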

We, therefore, compared replication fork progression in control and Myc-overexpressing Trim33-WT and Trim33-KO cells using the DNA fiber assays. Deletion of Trim33 did not significantly affect replication fork progression in control cells, but rescued Myc-induced fork slowing (Fig. 1c). Similar results were obtained using shRNA-mediated depletion of Trim33 in cells derived from tumors, induced by Nras alone versus Nras and Myc—p19/Nras and p19/Nras/Myc^23^ (Supplementary Fig. 1c, d). Analogously, CRISPR-mediated deletion of TRIM33 in U2OS cells with inducible expression of Myc^24^ rescued Myc-induced fork slowing (Supplementary Fig. 1e, f), suggesting that Trim33 controls DNA replication in different cellular contexts. Acute depletion of Trim33 using shRNAs in U2OS cells also reverted slowing of replication forks, induced by high Myc levels (Supplementary Fig. 1g, h), indicating that the effect of Trim33 depletion on replication forks is direct and not caused by long-term changes in the absence of Trim33. Knockout of Trim33 reverted Myc-induced increase in S4/8-phosphorylated Rpa2 (a marker of collapsed replication forks) and S824-phosphorylated Kap1 (a marker of ATM activation) (Fig. 1d; Supplementary Fig. 1i), indicating that depletion of Trim33 suppresses Myc-induced replicative stress and the accompanying activation of DDR signaling.

**Fig. 1:**
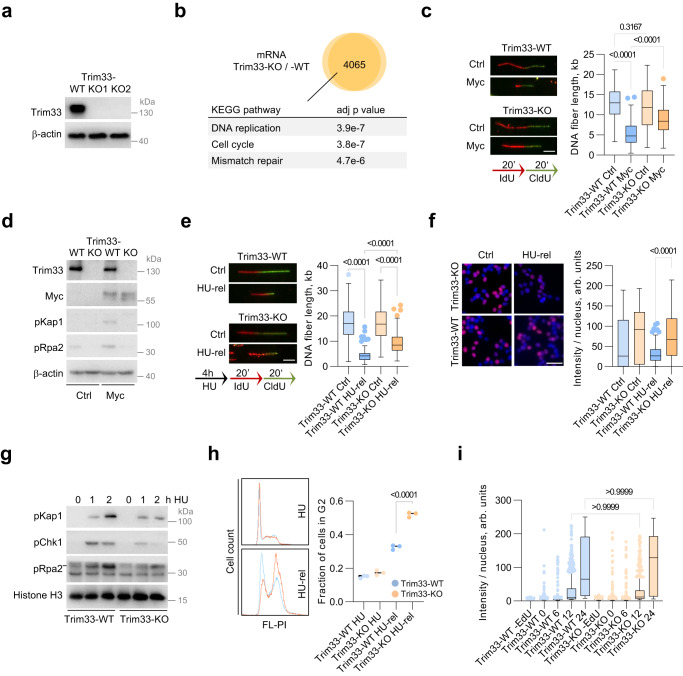
Deletion of Trim33 abates replicative stress. **a** Immunoblotting analysis of p19/Nras Trim33-WT and Trim33-KO cell lines; *n* = 3. **b** Analysis of the RNA-seq data for two Trim33-KO cell lines; *n* = 3. Venn diagram shows the number of commonly deregulated genes (*p* adj <0.01, any log2FC) for the two knockout cell lines compared to Trim33-WT cells. Top three enriched KEGG pathways are shown (analyzed by Enrichr^70^). **c** DNA fiber assays in Trim33-WT and Trim33-KO cells expressing Myc or a Ctrl vector; *n* = 2. 100 fibers were measured per sample; scale bar = 1 μm. Significance was determined using Kruskal–Wallis test and Dunn’s multiple comparisons. **d** Immunoblotting analysis in Trim33-WT and Trim33-KO cells expressing Myc or Ctrl vector; *n* = 3. **e** DNA fiber assays in Trim33-WT and Trim33-KO cells, unchallenged (Ctrl) or released from a 4-h hydroxyurea (HU) treatment (HU-rel); *n* = 3. 100 fibers were measured per sample; significance was determined as in **c**). Scale bar = 1 μm. **f** EdU incorporation analysis in Ctrl and HU-treated Trim33-WT and Trim33-KO cells; *n* = 2. >240 cells per group were quantified; scale bar = 50 µm. Significance was determined as in **c**). **g** Immunoblotting analysis in Trim33-WT and Trim33-KO cells at indicated timepoints following release from HU; *n* = 3. **h** FACS analysis of PI-stained Trim33-WT and Trim33-KO cells treated with HU for 12 h, and after a 12 h release from the treatment. The graph shows an average of three technical replicates. Significance was determined using one-way ANOVA and Tukey’s multiple comparisons. **i** Analysis of EdU incorporation during release from synchronization in G1 by serum deprivation; *n* = 1. At least 416 cells were analyzed per sample; the data were analyzed using Kruskal–Wallis test with Dunn’s multiple comparisons. **c**, **e**, **f**, **i** Boxplots represent median±quartiles with whiskers ranging up to 1.5-fold of the interquartile range. Source data are provided as a Source Data file.

Deletion of Trim33 increased fork rates and stimulated total cellular DNA synthesis following release from hydroxyurea (HU) treatment (Fig. 1e, f), showing that Trim33 function is not limited to Myc-induced replicative stress. Similar results were obtained during recovery from aphidicolin and etoposide, which also induce fork stalling (Supplementary Fig. 1j), suggesting that Trim33 specifically restricts DNA replication during the restart of stalled replication forks under stress conditions. As in Myc-overexpressing cells, deletion of Trim33 diminished levels of pS4/8-Rpa2, pS824-Kap1, and pS317-Chk1 upon HU treatment (Fig. 1g). In line with reduced levels of replicative stress, entry into mitosis following release from HU was accelerated in Trim33-KO cells compared to Trim33-WT cells (Fig. 1h). In contrast, Trim33 loss did not strongly affect the onset of DNA replication after release from serum deprivation, which synchronizes cells in G1 (Fig. 1i). We concluded that loss of Trim33 facilitates DNA replication and compromises checkpoint signaling specifically under drug- or oncogene-induced replicative stress.

### Accelerated DNA replication in Trim33-KO cells requires transcription factor E2f4

Although endogenous Myc protein and mRNA were downregulated by loss of Trim33, the exogenous Myc protein levels in most experiments were not strongly affected (Supplementary Fig. 2a; Fig. 1d; Supplementary Fig. 1c, g, i). Furthermore, Myc stability was unaffected by the deletion of Trim33, and Myc ubiquitination was not enhanced by overexpression of Trim33 (Supplementary Fig. 2b, c), indicating that Trim33 regulates response to replicative stress via other factors. Analysis of Trim33-dependent transcriptome revealed targets of the transcription factor E2f4 as the most enriched group of deregulated genes (Fig. 2a). 

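The ENCODE set behind Fig. 2a was not used here, and a list of 91 targets of E2f factors and the DREAM complex, a repressor that contains E2f4, was tested in its place in the Ctrl-vector libraries. In the mean of both KO lines 84 of the 91 genes were higher than in WT, with a median log2FC of 0.69 (quartiles 0.41 and 0.93). At the preset correlation, the adjusted p-value of camera, 7.6e-19, was the lowest of the 10 lists. Under fry the unadjusted p-value was 1.33e-06 and under camera with an estimated correlation 0.0253. In both of these tests the lists for mismatch repair, DNA replication and REST targets had lower p-values, so the rank was lost. In both KO lines 71 genes (78%) were called (one-sided Fisher's exact test against all genes, adjusted p = 8.25e-13), and 80 passed for the mean of both lines when adjusted over the list alone. The list shares 31 genes with the cell cycle list and 10 with the DNA replication list. E2f1 (Entrez 13555) rose from 23.4 ± 2.27 CPM (SD, n = 2) in WT to 41.5 ± 1.98 in KO1 and 54.7 ± 0.0204 in KO2, and its log2FC was 0.83 in KO1 (standard error 0.0862, adjusted p = 4.02e-07 from edgeR's quasi-likelihood test) and 1.22 in KO2 (standard error 0.0841, adjusted p = 3.66e-09). The mRNA of E2f4 (Entrez 104394) was 77.2 ± 3.11 in WT, 73.5 ± 2.84 in KO1 and 74.3 ± 1.83 in KO2, so that no difference was detectable (edgeR, adjusted p = 0.368 and 0.501). Rbl1 (Entrez 19650), which encodes the pocket protein p107, did not pass the threshold either, with a log2FC of 0.09 in KO1 (edgeR, adjusted p = 0.391) and 0.17 in KO2 (adjusted p = 0.0976). Recql (Entrez 19691) had a log2FC of 0.29 in KO1 (standard error 0.123, adjusted p = 0.0503 in edgeR's test) and 0.33 in KO2 (standard error 0.122, adjusted p = 0.0268), both short of the threshold of 0.01. With the KO2 and WT libraries alone in the fit, Recql passed it in KO2 (adjusted p = 0.0058). In other comparisons of KO with WT, the rise of the E2f/DREAM list was smaller or absent. Against WT Myc, its median was −0.06 in the libraries labelled KO1 Myc (37 of 91 genes higher, camera adjusted p = 0.899). In those labelled KO2 Myc it was 0.11 (65 higher, adjusted p = 0.0387). In the untreated cells of the HU experiment described below it was 0.008 (46 higher, adjusted p = 0.926).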

Since E2f factors are the key regulators of DNA replication, we pursued the idea that Trim33 regulates E2f4 abundance and activity. Immunofluorescence experiments showed an accumulation and preferential nuclear localization of E2f4 in Trim33-KO cells (Supplementary Fig. 2d, e). Analysis of protein turnover using cycloheximide chase assays showed that deletion of Trim33 stabilized E2f4, but not the related proteins E2f1, E2f3, or E2f5 (Fig. 2b; Supplementary Fig. 2f). Expression of wildtype but not of catalytically inactive Trim33 promoted E2f4 ubiquitination (Fig. 2c). Immunoprecipitation analysis and proximity ligation assays (PLA) showed interaction of endogenous Trim33 and E2f4, which was enhanced by inhibition of the proteasome (Fig. 2d, e). E2f4 was also readily detected in Trim33 immunoprecipitates from lysates of U2OS cells, in contrast to E2f1 and E2f3 (Supplementary Fig. 2g). In immunoprecipitation experiments with ectopic proteins, mutation of residues that mediate DNA binding (RRIYD65AAIAA—E2f4-ΔDB)^25^, impaired the Trim33-E2f4 interaction (Fig. 2f, g). In contrast, mutation of lysine residues to arginine (E2f4-KR) or deletion of the C-terminal region (amino acids 331-414) that includes the pocket protein-binding domain (E2f4-ΔC), appeared to stimulate Trim33 recruitment. Consistently, GST-pulldown assays showed that the N-terminal fragment of E2f4 (amino acids 1–105) that includes the DNA binding domain, is sufficient for Trim33 recruitment (Fig. 2f, h). Mutation of conserved residues in the PHD-Bromo domain of Trim33 that mediate histone recognition (ED887AA, FN1038AA)^26,27^, also impaired Trim33-E2f4 interaction (Supplementary Fig. 2h), indicating that Trim33 associates with E2f4 on chromatin. Supporting this idea, the treatment of whole cell lysates with benzonase facilitated the recovery of the Trim33-E2f4 complexes (Supplementary Fig. 2i).

**Fig. 2:**
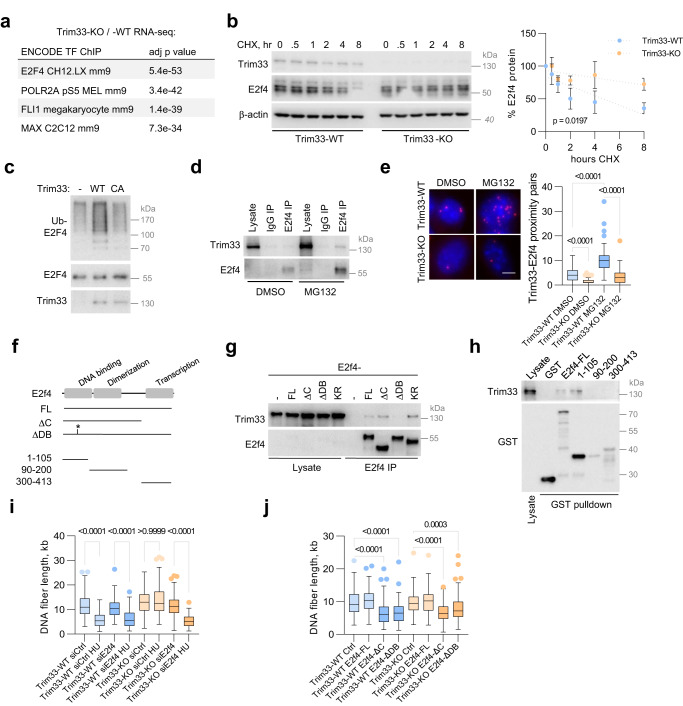
Trim33 targets E2f4 to limit DNA replication under stress. **a** The top significantly represented transcription factors targeting Trim33-deregulated genes in p19/Nras cells; data were analyzed using Enrichr^70^. **b** Cycloheximide chase assays in p19/Nras Trim33-WT and Trim33-KO cells; *n* = 3. Right panel shows the mean intensity (±SD) for three independent experiments with linear regression analysis. **c** Ubiquitin pulldown assays in HeLa cells transfected with vectors encoding E2f4, his-Ub, and wildtype (WT) or catalytically inactive (CA) Trim33; *n* = 3. **d** Immunoprecipitation assays with E2f4 antibodies in p19/Nras Trim33-WT cells treated with MG132 or DMSO; *n* = 3. **e** PLA assays in p19/Nras Trim33-WT with antibodies to Trim33 and E2f4. 50 cells per group were analyzed; *n* = 3. Scale bar = 2 μm. **f** Schematic of E2f4 domain structure and the variants used in the following experiments. **g** Immunoprecipitation analysis following transient transfection of the indicated E2f4 variants in HeLa cells; *n* = 2. **h** GST-pulldown assays with the indicated GST-E2f4 fusion proteins and U2OS whole cell lysates; *n* = 3. **i** DNA fiber assays in p19/Nras Trim33-WT and Trim33-KO cells transfected with siRNA against E2f4 or a non-targeting control. 100 fibers were analyzed per condition; *n* = 2. **j** DNA fiber assays in p19/Nras Trim33-WT and Trim33-KO cells, expressing indicated E2f4 variants, after release from a 4 h HU treatment. 140 fibers were counted per condition; *n* = 2. **e**, **i**, **j** Significance was determined by Kruskal–Wallis test with Dunn’s multiple comparisons. **e**, **i**, **j** Boxplots represent median±quartiles with whiskers ranging up to 1.5-fold of the interquartile range. Source data are provided as a Source Data file.

siRNA-mediated depletion of E2f4 slowed down DNA replication forks during recovery from HU treatment in Trim33-KO cells (Fig. 2i; Supplementary Fig. 2j). Expression of E2f4 variants that lack DNA binding domain or the C-terminal region, also slowed replication forks and equalized fork progression in Trim33-WT and Trim33-KO cells after release from HU (Fig. 2j; Supplementary Fig. 2k), arguing that stabilization of E2f4 underlies accelerated DNA replication under stress upon loss of Trim33.

### Trim33 deletion promotes the association of E2f4 with the Recql helicase

We next sought to identify E2f4 targets with a function in controlling DNA replication under stress. Analysis of E2f4 genomic binding using ChIP-seq showed a strong increase in E2f4 recruitment to chromatin (mostly transcription start sites) in the absence of Trim33 (Fig. 3a, b). However, for most E2f4 binding sites, enhanced E2f4 recruitment was not associated with altered gene expression—less than 20% of E2f4-bound genes in Trim33-KO cells (363 from 2269) were significantly deregulated. For the repressed genes, there was a weak correlation between E2f4 binding (number of ChIP-seq tags) and altered expression levels (log2FC) (Spearman correlation *r* = −0.21); for the upregulated genes there was no correlation (Spearman *r* = −0.01) (Fig. 3c). Most Trim33-dependent genes were regulated moderately (median log2FC of 0.58 and −0.56 for up- and downregulated genes) and virtually all DNA replication genes were upregulated (Supplementary Fig. 3a). Furthermore, protein levels of several key replication proteins encoded by bound and upregulated genes, including subunits of the Mcm helicase and Cdc6, were similar in Trim33-WT and Trim33-KO cells (Supplementary Fig. 3b), suggesting that regulation at the protein level can diminish transcriptional effects. 

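The mean log2FC of KO1 and KO2 was taken for each gene that was called in the same direction in both lines. Its median was 0.73 over the upregulated genes (quartiles 0.48 and 1.15) and −0.66 over the downregulated genes (quartiles −1.14 and −0.46). Of all genes called in both lines, 30.4% had an absolute mean log2FC of at least 1. In 232 genes a group had at most 3 counts in each of its libraries, and setting these genes to their lower bound left the medians at 0.73 and −0.66. The medians move with the genes admitted: keeping only genes with at least 5 CPM in every library gave 0.61 and −0.57.
Within the DNA replication list, 23 of the genes called in both lines were higher. The 3 that were lower, Rnaseh2a, Rpa3 and Pole4, were singled out after their values were seen. In KO1 and KO2, the log2FC was −0.58 and −0.57 for Rnaseh2a, −0.39 and −0.46 for Rpa3, and −0.48 and −0.33 for Pole4. Mcm2 (Entrez 17216) was 210.9 ± 4.17 CPM (SD, n = 2) in WT, 171.4 ± 3.79 in KO1 and 205.4 ± 3.41 in KO2. It was lower in KO1 (log2FC −0.30, standard error 0.0589, adjusted p = 0.000328 from edgeR's quasi-likelihood test), while the value in KO2 was not distinguishable from WT (log2FC −0.04, adjusted p = 0.595) and changed sign, to 0.00027, under the filter at 5 CPM. Mcm5 (Entrez 17218) rose from 115.4 ± 6.92 to 164.0 ± 7.59 in KO1 and 212.3 ± 1.60 in KO2 (edgeR, adjusted p = 6.53e-06 and 1.29e-08). Pcna (Entrez 18538) had a log2FC of 0.41 in KO1 and 0.69 in KO2 (edgeR, adjusted p = 3.42e-06 and 1.05e-08). Outside the list, Cdc6 (Entrez 23834) had a log2FC of 0.99 in KO1 (standard error 0.1, edgeR adjusted p = 2.96e-07) and 1.29 in KO2 (standard error 0.0987, adjusted p = 1.25e-08), and Rrm2 (Entrez 20135) of 0.97 (standard error 0.0826, adjusted p = 3.61e-08) and 1.49 (standard error 0.0821, adjusted p = 2.71e-10). Leaving out any library of WT, KO1 or KO2 changed the direction of none of these genes.

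**Figure D1:**
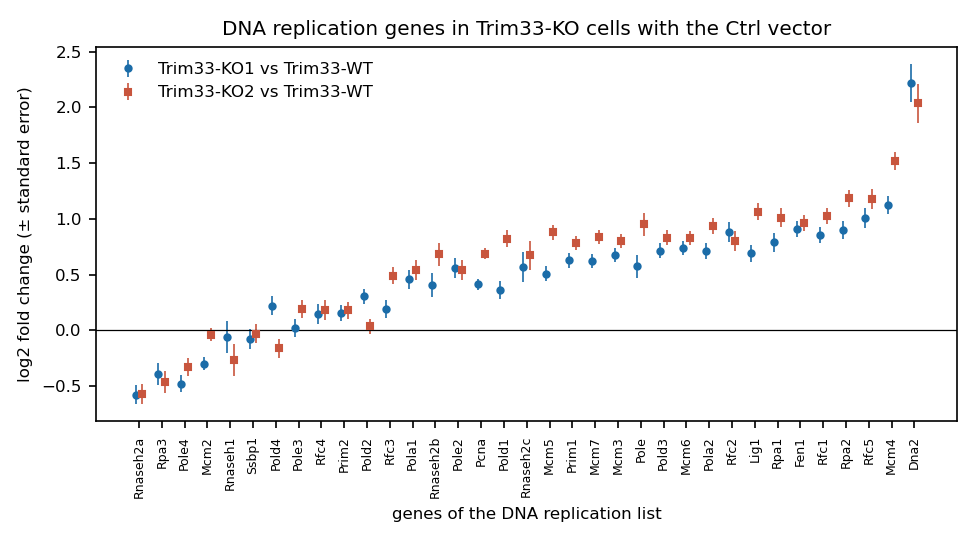
The log2 fold change of each of the 35 genes of the DNA replication list in Trim33-KO1 (circles) and Trim33-KO2 (squares) against Trim33-WT, both with the Ctrl vector and 2 libraries per group, ordered by the mean of both lines. Bars are standard errors of the fit, and the line at 0 marks no change. Of the 35 genes, 29 lie above 0 in KO1 and 28 in KO2, and Dna2 is highest, at 2.22 in KO1 and 2.04 in KO2.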

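The effect of Myc on transcripts was taken from the libraries labelled WT Myc and WT Ctrl, and the direction rests on these labels. Trim33 mRNA was lower in the libraries labelled WT Myc than in WT Ctrl (log2FC −0.82, standard error 0.0686, adjusted p = 6.98e-08 from edgeR's quasi-likelihood test). Myc mRNA (Entrez 17869) was 435.9 ± 4.33 CPM (SD, n = 2) in WT Ctrl and 456.8 ± 1.22 in the libraries labelled WT Myc, a difference that was not detectable (log2FC 0.07, standard error 0.0548, edgeR adjusted p = 0.31). In the KO lines, Myc mRNA was 191.4 ± 7.12 in KO1 Ctrl and 214.4 ± 5.83 in KO2 Ctrl, against 633.4 ± 17.6 and 479.1 ± 27.8 in the libraries labelled KO1 Myc and KO2 Myc. The counts do not separate transcripts of the vector from those of the endogenous gene.
Between the libraries labelled WT Myc and WT Ctrl 5807 genes were called, 2837 higher and 2970 lower with Myc. With these groups alone in the fit, 4401 genes were called. Replicates differed most in WT Myc, at 11.1 in units of counting noise, whereas the fit of all 12 libraries shares its estimate of the spread. The largest rises were those of Rasl11a (Entrez 68895, log2FC 4.36), Ripply1 (Entrez 622473, 3.75) and C3 (Entrez 12266, 3.71). The value of Rasl11a, with at most 15 counts in WT Ctrl, was 5.61 without replicate 1 and 3.69 without replicate 2 of WT Ctrl, so that its rank rests on those libraries. The largest falls were those of Car6 (Entrez 12353, log2FC −5.12) and of Zscan4c and Zscan4f, near-identical copies whose reads the counting could have split. Car6 had at most 8 counts in the libraries labelled WT Myc. Its value ranged from −6.03 to −4.52 without 1 library at a time, against −4.51 for Zscan4c in the main fit. The order of these falls therefore rests on single libraries. In the DNA replication list 33 of the 35 genes were higher with Myc, with a median log2FC of 0.53 (quartiles 0.41 and 0.81; camera, adjusted p = 7.05e-12). Cdc6 (Entrez 23834) had a log2FC of 0.87 (standard error 0.101, edgeR adjusted p = 2.37e-06) and Mcm5 (Entrez 17218) of 0.53 (standard error 0.0675, adjusted p = 6.31e-06).
Across these 35 genes, the log2FC of Myc against Ctrl in WT cells was compared with the mean log2FC of KO1 and KO2 against WT. Pearson's r was 0.77 (R2 = 0.60) and Spearman's rho 0.735, and 31 genes had the same sign in both. Genes are not independent replicates, and both comparisons use the same WT Ctrl libraries. Simulated unchanged groups against those libraries gave a mean r of 0.0238 (range −0.302 to 0.447 over 48 simulations). They gave the same sign for 49.9% of the genes (range 31.4% to 68.6%), against 88.6% observed. These groups were drawn around the observed WT Ctrl means, so the simulation cannot show what sharing the libraries adds. With a separate WT Ctrl library for each comparison, r was 0.718 or 0.741. Over all 5199 genes called in both KO lines in place of the list, r was 0.57 and 83.3% had the same sign, and over all 13107 genes tested r was 0.48. Among libraries, those labelled WT Myc moved it most: r was 0.85 without replicate 1 and 0.64 without replicate 2. With the Myc vector, the list no longer separated the KO lines from WT: the median log2FC was −0.09 in the libraries labelled KO1 Myc against WT Myc (camera, adjusted p = 0.59) and −0.03 in those labelled KO2 Myc (adjusted p = 0.765).

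**Figure D2:**
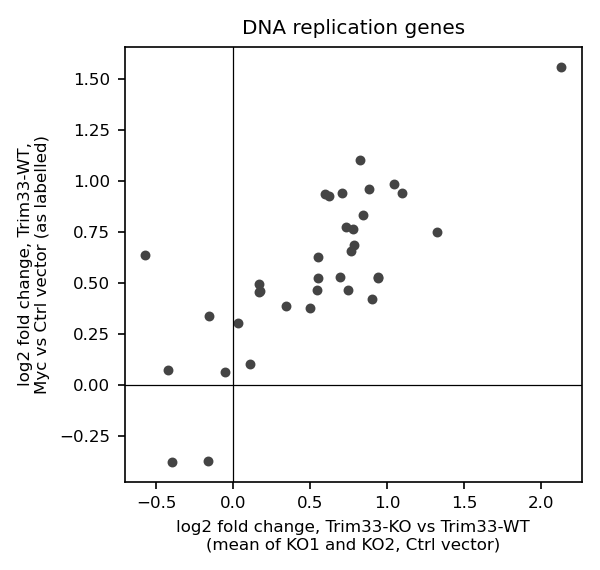
Each point is a gene of the DNA replication list. The horizontal axis gives the log2 fold change of Trim33-KO against Trim33-WT with the Ctrl vector, as the mean of KO1 and KO2, and the vertical axis the log2 fold change of the libraries labelled WT Myc against WT Ctrl. Of the 35 genes, 29 lie above 0 on both axes.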

Notably, deletion of Trim33 and overexpression of Myc similarly deregulated the expression of genes, associated with DNA replication, but had opposite effects on replication fork progression (Supplementary Fig. 3c; Fig. 1c). Since E2f4 also has non-transcriptional functions^28^, we considered the possibility that Trim33 and E2f4 regulate DNA replication independently of target gene expression.

**Fig. 3:**
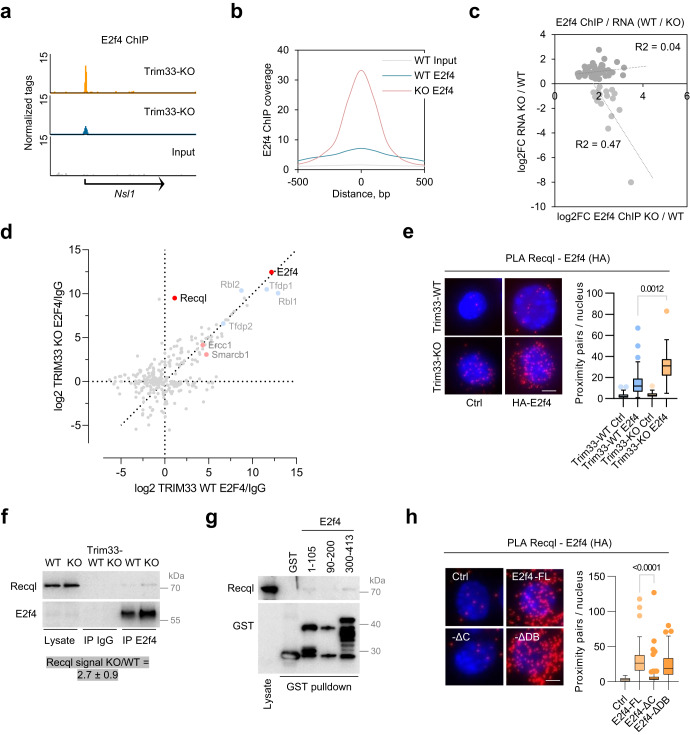
Deletion of Trim33 promotes E2f4 interactions with chromatin and with the Recql helicase. **a** Genome browser tracks of E2f4 ChIP-seq in p19/Nras Trim33-WT and Trim33-KO cells; *n* = 2. **b** Quantification of ChIP-seq tag coverage at E2f4 peaks in p19/Nras Trim33-WT and Trim33-KO cells. **c** Relationship between changes (log2FC) in E2f4 binding (normalized E2f4 ChIP-seq tags) and mRNA expression (log2FC) of the encoded gene for p19/Nras Trim33-KO vs Trim33-WT cells. Each dot is a bin of 5 genes sorted by the change in mRNA levels. Trendlines are derived from linear regression analysis. **d** LC-MS/MS analysis of E2f4 interactome in p19/Nras Trim33-WT and Trim33-KO cells. Known interaction partners are highlighted in blue. **e** PLA analysis of Recql-E2f4 association in p19/Nras Trim33-WT and Trim33-KO cells stably expressing HA-tagged E2f4 or vector Ctrl; from left, *n* = 49,49,50,50 cells; scale bar = 2 μm; *n* = 3 independent experiments. **f** Immunoprecipitation of endogenous E2f4 from benzonase-treated lysates of p19/Nras Trim33-WT and Trim33-KO cells using a mouse anti-E2f4 antibody. Quantification of three biological replicates shows mean intensity and SD. **g** GST-pulldown assay with the indicated GST-E2f4 fusion proteins and shTrim33 U2OS whole cell lysates; *n* = 3. **h** PLA analysis of Recql-E2f4 association in p19/Nras Trim33-KO cells stably expressing the indicated HA-tagged E2f4 variants; from left, *n* = 100,100,97,100 cells; scale bar = 2 μm; *n* = 2 experiments. **e**, **h** Significance was determined by Kruskal–Wallis test with Dunn’s multiple comparisons. **e**, **h** Boxplots represent median±quartiles with whiskers ranging up to 1.5-fold of the interquartile range. Source data are provided as a Source Data file.

To identify interaction partners of E2f4 in Trim33-WT and Trim33-KO cells we immunoprecipitated endogenous E2f4 from total cell lysates and analyzed these precipitates by LC-MS/MS. In addition to multiple known E2f4 interactors (e.g., Rbl1/2, Dp1/2, Lin9/54), this analysis identified several proteins, involved in response to replicative stress and DNA damage, including the Recql (Recq1) DNA helicase, proteins of the Swi-Snf family of chromatin remodeling complexes (Arid1a and Ini1) and the Ercc1-Xpf structure-specific nuclease (Fig. 3d). Recql was shown to stabilize stalled replication forks and mediate fork restart during release from replicative stress^29–31^, leading us to analyze the functional link between E2f4 and Recql.

PLA and immunoprecipitation experiments confirmed that loss of Trim33 promoted Recql interaction with endogenous and stably expressed E2f4 (Fig. 3e, f). In contrast, the interaction of E2f4 with Ini1 and Ercc1 was not stimulated by the deletion of Trim33 (Supplementary Fig. 3d). GST-pulldown experiments with E2f4 fragments showed preferential E2f4 recruitment to the C-terminal transactivation domain of E2f4, although a very faint signal was also visible for the N-terminal region (Fig. 3g). In PLA and IP experiments deletion of the C-terminal region of E2f4 reduced or abolished Recql recruitment (Fig. 3h; Supplementary Fig. 3e), indicating that in cells the E2f4-Recql interaction is primarily mediated by the transactivation domain of E2f4.

### E2f4 recruits Recql to promote DNA replication in Trim33-KO cells

To assess the association of Recql with chromatin in Trim33-WT and Trim33-KO cells, we first performed PLA assays with antibodies to endogenous Recql and either RNAPII or Mcm2, a subunit of the replicative helicase. Deletion of Trim33 strongly enhanced association of Recql with RNAPII, indicating recruitment to transcriptionally active loci, and with Mcm2, indicating recruitment to the replisome (Supplementary Fig. 4a). This idea was supported using immunoprecipitation of HA-tagged Recql from formaldehyde-crosslinked cells, which showed an increased association of Recql with RNAPII and Mcm2 in Trim33-KO cells (Fig. 4a).

**Fig. 4:**
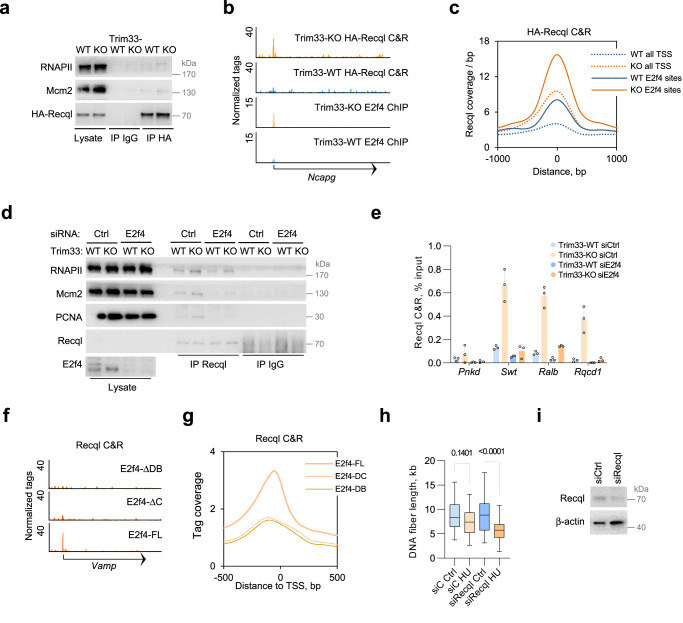
E2f4 promotes Recql binding to chromatin in Trim33-KO cells. **a** Immunoprecipitation from p19/Nras Trim33-WT and Trim33-KO cells expressing HA-tagged Recql; *n* = 3. **b** Representative genome browser tracks of Cut&Run analysis of HA-Recql binding in p19/Nras Trim33-WT and Trim33-KO cells expressing HA-tagged Recql. Lower two tracks—E2f4 ChIP-seq. **c** Sequencing tag coverage for Recql Cut&Run signal from the experiment shown in **b**) at all TSS and at E2f4 sites. **d** Immunoprecipitation analysis with Recql antibodies from formaldehyde-crosslinked p19/Nras Trim33-WT and Trim33-KO cells, transfected with E2f4-targeting or a control siRNA. **e** Cut&Run assays with Recql antibodies in p19/Nras Trim33-WT and Trim33-KO cells followed by qPCR analysis at the TSS sites of indicated genes. Mean values of percent input for three technical replicates and standard deviation are plotted. **f** Representative genome browser tracks of the Cut&Run assays with Recql antibodies in Trim33-KO p19/Nras cells expressing the indicated E2f4 variants. **g** Cut&Run sequencing tag coverage at all TSS for the experiment shown in **f**). **h** DNA fiber assays in Trim33-KO cells, expressing siRNA against Recql or control siRNA, untreated or released from a 4 h HU treatment; *n* = 2. 100 fibers were counted per sample and the data were analyzed using Kruskal–Wallis test followed by Dunn’s multiple comparison. Boxplots represent median±quartiles with whiskers ranging up to 1.5-fold of the interquartile range. **i** Immunoblotting analysis of Recql expression in Trim33-KO cells, used in **h**). Source data are provided as a Source Data file.

To compare the association of Recql with chromatin in Trim33-WT and Trim33-KO cells at the genomic scale, we performed Cut&Run assays^32^ in formaldehyde-fixed p19/Nras cells, stably expressing low levels of HA-tagged Recql. Chromatin binding of Recql was strongly stimulated by deletion of Trim33 (Fig. 4b, c; Supplementary Fig. 4b), with a more than 10-fold increase in the number of binding sites (9413 in Trim33-KO cells vs 616 in Trim33-WT cells). Recql binding was particularly enriched at E2f4-bound sites (Fig. 4c), suggesting that E2f4 promotes Recql recruitment to chromatin.

To test this idea, we immunoprecipitated endogenous Recql from crosslinked Trim33-WT and Trim33-KO cells, transfected with Control or E2f4 siRNA. Depletion of E2f4 strongly reduced the association of Recql with RNAPII, Mcm2, and PCNA (Fig. 4d). Consistently, Cut&Run-PCR assays with Recql antibodies showed a strongly diminished association of Recql with several tested promoter regions in Trim33-KO cells expressing E2f4 siRNA (Fig. 4e).

Expression of E2f4 variants that are deficient in Recql or DNA binding (E2f4-ΔC and E2f4-ΔDB), also diminished the association of endogenous Recql with RNAPII, Mcm2, and PCNA in Trim33-KO cells (Supplementary Fig. 4c, d). Analysis of genomic binding of endogenous Recql in these cells using Cut&Run assays with Recql antibodies showed a global reduction in Recql recruitment to chromatin upon expression of E2f4-ΔC or E2f4-ΔDB (Fig. 4f, g).

Depletion of Recql using siRNA slowed replication fork progression after release from HU in Trim33-KO cells (Fig. 4h, i). Similarly, expression of a helicase-deficient variant Recql-K119A^33^ also slowed replication forks in Trim33-KO cells (Supplementary Fig. 4e, f), arguing that ectopic recruitment of Recql underlies accelerated DNA replication in the absence of Trim33.

### Recql and E2f4 are recruited to chromatin upon replicative stress

In line with previous observations^30,32^, immunoprecipitation assays showed robust recruitment of endogenous Recql to replisome proteins (Mcm2 and PCNA), but also to RNAPII, upon HU-induced fork stalling (Fig. 5a). To test whether Recql is associated with replication forks that restart upon release from stress, we labeled nascent DNA with thymidine analog EdU for 10 min after release from 4 h HU treatment^33^. EdU-labeled DNA was biotinylated in a click reaction with biotin-azide and PLA assays were performed with antibodies to biotin and Recql. This experiment showed an association of Recql with nascent DNA in Trim33-WT cells, which was strongly increased in Trim33-KO cells (Fig. 5b). Capture of biotin-dUTP-labeled nascent chromatin after release from HU^34^ revealed an increased association of stably expressed HA-tagged Recql, as well as of RNAPII and PCNA with nascent DNA in Trim33-KO cells, compared to control cells (Supplementary Fig. 5a), consistent with the idea that Recql facilitates DNA synthesis at transcriptionally active loci during release from replication stress.

**Fig. 5:**
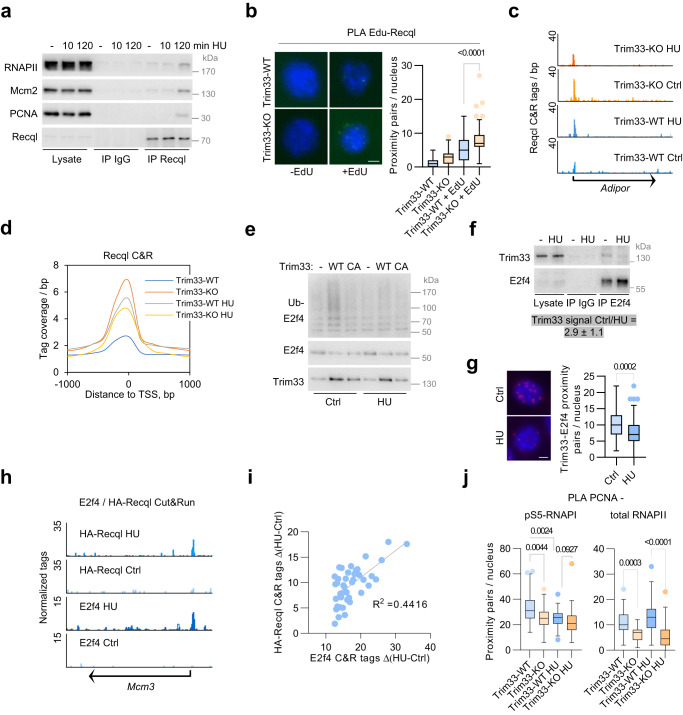
Replicative stress triggers Recql recruitment to chromatin. **a** Immunoprecipitation of endogenous Recql from formaldehyde-crosslinked p19/Nras Trim33-WT cells, untreated or treated with HU for 10 or 120 min; *n* = 3. **b** PLA assays with antibodies to biotinylated EdU-labeled nascent DNA and Recql in Trim33-WT and Trim33-KO cells after release from a 4 h HU treatment; from left, *n* = 112,62,143,113 cells; scale bar = 5 µm; *n* = 3 experiments. Significance was determined using Kruskal–Wallis test with Dunn’s multiple comparisons. **c** Representative genome browser tracks of HA-Recql Cut&Run in p19/Nras Trim33-WT and Trim33-KO cells, untreated or treated with HU for 4 h. **d** Sequencing tag coverage for Recql Cut&Run experiment shown in **c**). **e** Ubiquitin pulldown assay in HeLa cells, transfected with vectors for His-Ub, HA-tagged E2f4, and Trim33-WT or Trim33-CA; *n* = 2. **f** Immunoprecipitation of endogenous E2f4 from benzonase-treated lysates of control or HU-treated (2 h) p19/Nras Trim33-WT cells. Quantification of four independent experiments is shown as mean and S.D. of signal intensity **g** PLA assays with Trim33 and E2f4 antibodies in untreated and HU-treated (2 h) p19/Nras Trim33-WT cells. Significance was determined by a two-tailed *t*-test. From left, *n* = 98,117 cells; Scale bar = 5 µm. **h** Representative genome browser tracks of Cut&Run assay with E2f4 antibodies in untreated and HU-treated (4 h) p19/Nras Trim33-WT cells, expressing HA-Recql. The upper two tracks show HA-Recql binding in the same cells. **i** Relationship between E2f4 and Recql recruitment at 2000 transcription start sites with maximal E2f4 enrichment after HU treatment in Trim33-WT cells. The regions were sorted by E2f4 tags and binned at 50 genes/bin followed by linear regression analysis. **j** PLA assay with antibodies to PCNA and pS5-RNAPII or total RNAPII in untreated or HU-treated (4 h) p19/Nras Trim33-WT and Trim33-KO cells. From left, *n* = 50,50,50,46,39,46,50,50 cells. Significance was determined using Kruskal–Wallis test with Dunn’s multiple comparisons. **b**, **g**, **j** Boxplots represent median±quartiles with whiskers ranging up to 1.5-fold of the interquartile range. Source data are provided as a Source Data file.

Cut&Run assays showed that HU induced robust recruitment of HA-tagged Recql to chromatin in Trim33-WT cells, which was especially prominent at E2f4-bound sites (Fig. 5c, d; Supplementary Fig. 5b, c). This effect was abolished in Trim33-KO cells, suggesting that Trim33-mediated regulation of E2f4 is compromised under replicative stress to promote Recql binding to chromatin. In line with this idea, HU diminished ubiquitination of E2f4 by Trim33 (Fig. 5e) and impaired Trim33-E2f4 interaction, as shown by immunoprecipitation and PLA assays (Fig. 5f, g). Consistently, HU and other genotoxins that induce fork stalling and activate checkpoint signaling, including etoposide and doxorubicin, upregulated E2f4 protein levels and induced Recql recruitment to RNAPII (Supplementary Fig. 5d, e). Induction of Myc in U2OS cells also upregulated E2f4 levels and promoted E2f4 association with RNAPII and with Recql (Supplementary Fig. 5f), suggesting that stabilization of E2f4 and recruitment of Recql are a general response to checkpoint activation.

Cut&Run experiments revealed a strong increase in genomic binding of endogenous E2f4 upon HU treatment in p19/Nras cells with 1295 peaks in HU-treated cells compared to 534 in unchallenged cells (Fig. 5h). Transcriptional profiling of HU-treated and control cells using RNA-seq showed that E2f4 recruitment was largely uncoupled from changes in gene expression—gene set enrichment analysis revealed that HU primarily deregulated transcriptional targets of CEBP, REST and p53 transcription factors (Supplementary Fig. 5g). 

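For the HU experiment, p19/Nras Trim33-WT and Trim33-KO cells were left untreated or treated with hydroxyurea (HU), which depletes nucleotides and stalls replication forks. The paper's legend of Supplementary Fig. 5g gives 4 h of treatment, and its methods give 1 mM as the usual concentration. The data hold 8 libraries, 2 for each of the 4 groups, and the labels do not say which KO line was used. The authors mapped the reads to mm9 with STAR and deposited counts for 11210 genes, the rarest with 29 counts over the 8 libraries. Total counts were 2315327 and 2615755 in untreated WT, 3082202 and 2832955 in HU-treated WT, 2504439 and 3046581 in untreated KO, and 2871541 and 2563371 in HU-treated KO, with a median of 2724355. The counts were tested as in the Myc experiment, with all 8 libraries in the fit, TMM factors from 0.9821 to 1.02, and a threshold of 0.05 on the adjusted p-value as in the legend of Supplementary Fig. 5g. The biological coefficient of variation was 0.102. The depth is lower and this coefficient higher than in the Myc experiment. Of 200 genes with a mean above 5 CPM given an absolute log2FC of 1 in simulated counts, 146 were recovered. In addition, 4 unchanged genes were called. Counts from 1 to 50 were even in 71.9% of cases, against 48.4% in the Myc experiment. Dividing all counts by 2, rounded up, before the test, an alternative chosen after seeing the data, gave 1141 genes changed by HU in WT cells.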

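Trim33 mRNA was 139.7 and 125.2 CPM in the untreated WT libraries, 50.8 and 43.8 in untreated KO, 142.2 and 139.2 in HU-treated WT, and 50.9 and 52.2 in HU-treated KO, as the labels give. In WT cells, HU changed 1102 of the 11210 genes, 716 higher and 386 lower. Requiring an absolute log2FC of at least 1 as well moved this number most, to 336, and DESeq2 in place of edgeR called 727 genes, of which 723 were called by both. The authors' deposited table of this comparison also passes 1102 genes. Atf3 (Entrez 11910) rose most, from 1.93 ± 1.52 to 156.9 ± 13.2 CPM (SD, n = 2; log2FC 6.26, standard error 0.279, adjusted p = 4.41e-28 from edgeR's quasi-likelihood test), with a log2FC of 5.67 without replicate 1 and 7.43 without replicate 2 of untreated WT, followed by Chac1 (Entrez 69065; log2FC 4.97, standard error 0.351, adjusted p = 1.76e-18). Fos (Entrez 14281) had at most 2 counts in an untreated WT library and was at least 10-fold higher with HU. The largest falls were those of Hist1h2ap and Hist1h2ao, histone genes of a family whose reads the counting could have split, and of Arhgef39 (Entrez 230098), which fell from 9.55 ± 1.39 to 2.12 ± 1.05 (log2FC −2.13, standard error 0.611, adjusted p = 0.0139). E2f4 mRNA did not change detectably (log2FC −0.17, standard error 0.167, adjusted p = 0.616 in edgeR's test).
Of 42 p53 targets tested, 37 were higher with HU, with a median log2FC of 1.04 (camera, p = 9.64e-68, adjusted over 10 lists p = 9.64e-67), and 31 were called (73.8%, against 9.83% of all genes; one-sided Fisher's exact test, adjusted p = 5.88e-22), or 34 when adjusted over the list alone. Of 12 C/EBP targets, 10 were higher, with a median of 0.85 (camera, adjusted p = 1.62e-21). That median rests on few genes and was 1.45 without replicate 2 of untreated WT. Of 63 genes of TNF signaling, 49 were higher, with a median of 0.49 (camera, adjusted p = 1.12e-20), and 30 were called. Of 10 REST targets, 8 were higher, with a median of 0.50, or 0.30 without replicate 2 of HU-treated WT. Their camera p-value was 0.167 (adjusted 0.334), that of fry 0.0489, and 0 were called. Of 91 E2f/DREAM targets, 39 were higher and the median was −0.07 (camera, p = 0.00108, adjusted p = 0.0027), while 20 were called, 3 of them higher (Fisher's exact test, adjusted p = 0.000878), or 23 when adjusted over the list alone. The median of the DNA replication list was 0.02, with 18 of 35 genes higher and 0 called. The camera calls for p53, C/EBP, TNF and E2f/DREAM targets held under fry and under an estimated correlation, by unadjusted p-values of at most 0.00123 and 0.0108. The E2f4 and Recql Cut&Run data were not analysed here. The paper concludes that the recruitment of E2f4 is largely uncoupled from changes in gene expression. It cites a gene set enrichment analysis in which HU primarily deregulated targets of CEBP, REST and p53. It also reports that few positions with more E2f4 binding under HU lay in deregulated genes, without a correlation of binding and mRNA there.

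**Figure D3:**
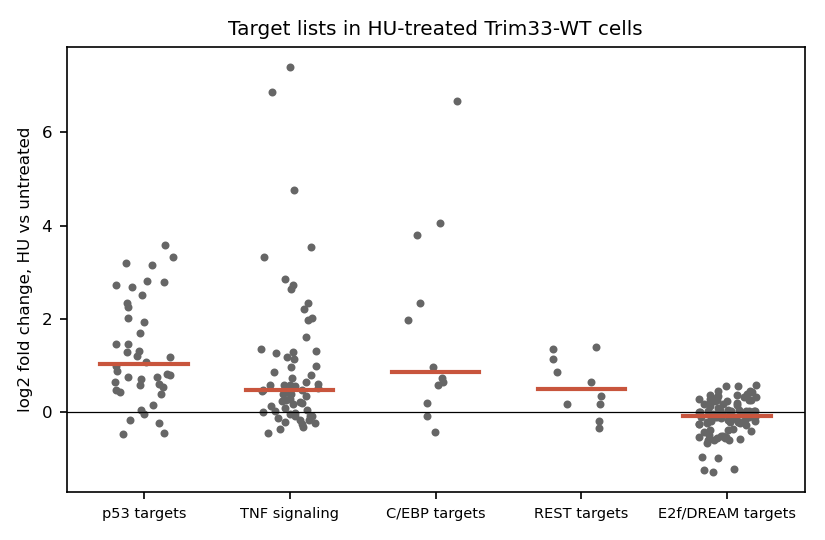
Each point is a gene, and its height is the log2 fold change of HU-treated against untreated Trim33-WT cells, with 2 libraries per group. Thick lines are medians, at 1.04 for p53 targets, 0.49 for TNF signaling, 0.85 for C/EBP targets, 0.50 for REST targets and −0.07 for E2f/DREAM targets, and points are spread sideways at random. Fold changes of genes with at most 3 counts in a group, such as Fos, are fitted values that depend on the fit's prior count.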

Of 2000 genomic positions, which showed enhanced E2f4 binding upon HU, only 183 were in significantly deregulated genes and for those, E2f4 binding did not correlate with mRNA levels (Supplementary Fig. 5h). In contrast, HU-induced E2f4 binding showed a good correlation with Recql recruitment (Spearman *r* = 0,5996) (Fig. 5i). In accord, depletion of E2f4 using siRNA diminished HU-induced Recql recruitment at several tested transcriptional start sites (Supplementary Fig. 5i).

E2f4 variants, deficient in Recql recruitment or DNA binding, and a helicase-dead Recql variant K119A slowed the progression of replication forks in Trim33-WT cells after release from HU (Supplementary Fig. 5j, k, l), arguing that recruitment of Recql by E2f4 facilitates DNA synthesis during recovery from stress. Recent studies suggest that Recql can promote the restart of replication forks after collisions with RNAPII (transcription-replication conflicts, TRCs)^35^, predicting a lower incidence of TRCs in Trim33-KO cells. In support of this idea, PLA experiments with antibodies to RNAPII and PCNA^36^ revealed strongly reduced levels of TRCs in Trim33-KO cells for both initiating (S5-phosphorylated) and total RNAPII (Fig. 5j). Collisions for pS5-RNAPII were reduced upon HU treatment, in line with pronounced recruitment of Recql to chromatin under these conditions. In contrast, collisions for total RNAPII did not decrease upon HU in Trim33-WT cells and inversely correlated with a much broader distribution of Recql on chromatin and accelerated recovery of DNA replication in Trim33-deficient cells.

### Trim33 limits replication-associated DNA damage under stress

As deregulated DNA replication is a prime source of genomic instability, we assessed DNA damage in cells cultured in the presence of low concentrations of hydroxyurea. Deletion of Trim33 strongly elevated levels pf pH2AX, a marker of DNA double-strand breaks (DSBs) (Fig. 6a), in contrast to normal growth conditions (Supplementary Fig. 6a). Notably, the number of 53bp1 nuclear bodies, which incorporate under-replicated genomic loci^37–39^, was lower in Trim33-KO cells (Fig. 6a; Supplementary Fig. 6b), indicating a defect in recognition of such loci. Following release from replication arrest, induced by standard concentrations of HU (1 mM), Trim33-KO cells also sustained much higher levels of pH2AX compared to controls (Fig. 6b), pointing to an accumulation of DNA damage following replicative stress. siRNA-mediated knockdown of E2f4 or Recql decreased pH2AX levels after release from HU in Trim33-KO cells (Fig. 6c, d). Similarly, expression of E2f4-ΔC, E2f-ΔDB, or Recql-K119A reduced pH2AX levels (Supplementary Fig. 6c, d) in Trim33-KO cells under these conditions.

**Fig. 6:**
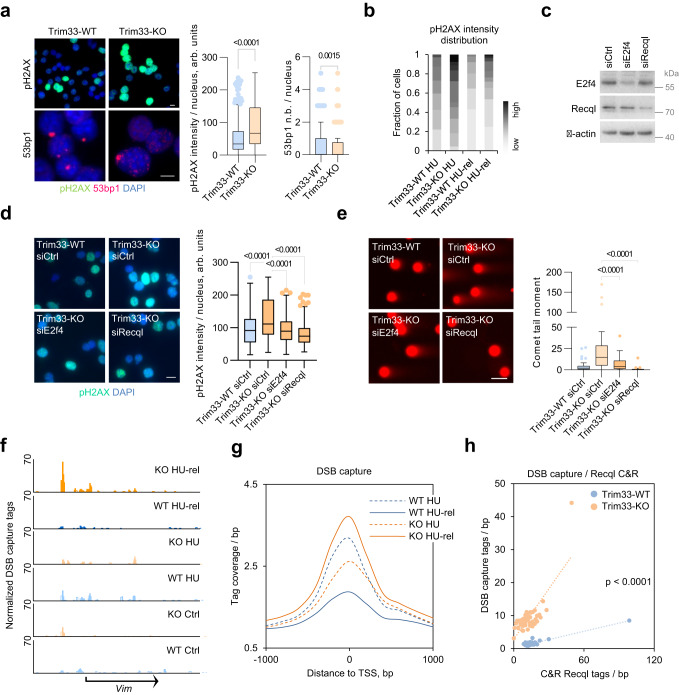
Trim33 loss exacerbates DNA damage following release from replicative stress. **a** Immunofluorescence analysis with pH2AX and 53bp1 antibodies in p19/Nras Trim33-WT and Trim33-KO cells cultured in the presence of 0.1 mM HU. Scale bar = 5 µm. Graphs show pH2AX signal intensity and 53bp1 nuclear bodies (n.b.) per nucleus for *n* = 231,228 cells (Trim33-WT,KO). Significance was determined by a two-tailed Mann–Whitney test. A representative of two independent experiments is shown. **b** Distribution of pH2AX signal intensity in p19/Nras Trim33-WT and Trim33-KO cells, upon 24 h exposure to HU (HU) or after a 24-h release from HU treatment (HU-rel). **c** Immunoblots of p19/Nras Trim33-KO cells transfected with the indicated siRNAs; *n* = 3. **d** Immunofluorescence staining with pH2AX antibody in p19/Nras Trim33-WT and Trim33-KO cells expressing the indicated siRNAs 24 h after release from HU. From left, *n* = 161,219,97,139 cells; significance was determined using Kruskal–Wallis test with Dunn’s multiple comparisons; scale bar = 20 µm. **e** Neutral comet assays in p19/Nras Trim33-WT and Trim33-KO cells transfected with the indicated siRNAs, untreated or released from HU treatment as in **d**). Scale bar = 20 µm. From left, *n* = 59,34,64,60 cells. Significance was determined by one-way ANOVA with Tukey’s multiple comparisons. **f** Representative genome browser tracks of DSB capture and sequencing signal in untreated (Ctrl), HU-treated (HU), or HU-treated and released (HU-rel) Trim33-WT and Trim33-KO cells. **g** DSB capture tag density at all TSS for HU-treated (24 h) or HU-treated and released for 24 h p19/Nras Trim33-WT and Trim33-KO cells. **h** Linear regression analysis of Recql recruitment (normalized HA-Recql Cut&Run tags for HU-treated cells) vs. DSB capture tags at 24 h after HU release for 3000 sites with strongest Recql binding, sorted by the number of Recql tags and binned at 60 sites/bin. **a**, **d**, **e** Boxplots represent median ± quartiles with whiskers ranging up to 1.5-fold of the interquartile range. Source data are provided as a Source Data file.

Neutral comet assay revealed increased levels of DNA breakage after HU release in Trim33-KO cells relative to Trim33-WT cells, whereas there was no difference under normal growth conditions (Supplementary Fig. 6e). Knockdown of E2f4 or Recql suppressed DNA breakage in Trim33-KO cells (Fig. 6e), suggesting that ectopic recruitment of E2f4 and Recql underlies accumulation of DNA damage during recovery from stress in the absence of Trim33.

We then analyzed the effect of Trim33 deletion on the genome-wide distribution of DNA DSBs using DSB capture and sequencing^40^. In Trim33-WT cells, the DSB signal diminished following release from HU, indicative of DNA repair (Fig. 6f, g). In contrast, in Trim33-KO cells, the DSB signal increased after release from HU, suggesting an accumulation of DNA replication-associated DNA lesions. Notably, many HU-induced DSBs localized in the vicinity of E2f4- and Recql-bound transcription start sites (Supplementary Fig. 6f, g). DSB capture signal increased much stronger with Recql binding in HU-treated Trim33-KO cells (linear regression slope = 0.51), compared to Trim33-WT cells (slope = 0.08) (Fig. 6h), suggesting that in the absence of Trim33, rapid restart and progression of replication forks at E2f4 and Recql-bound sites during recovery from HU leads to DNA breakage. Consistent with the effects on DNA damage, knockout of Trim33 compromised long-term survival following release from HU (Supplementary Fig. 6h). Stable expression of E2f4-ΔDB or Recql-K119A promoted survival of Trim33-KO cells after HU treatment (Supplementary Fig. 6i), in line with reduced levels of DNA damage in these cells (Supplementary Fig. 6c, d).

### Loss of Trim33 exacerbates Myc-induced DNA damage and delays liver tumorigenesis

Since the depletion of Trim33 alleviated Myc-induced replicative stress (Fig. 1; Supplementary Fig. 1), we analyzed the impact of the Trim33-E2f4-Recql pathway on DNA damage in cells with high Myc levels. Stable expression of E2f4-FL but not of E2f4-ΔC, that does not bind Recql, accelerated replication fork progression in Myc-overexpressing cells (Supplementary Fig. 7a, b). Conversely, full-length E2f4-FL and Recql, but not E2f4-ΔC, E2f4-ΔDB, or Recql-K119A, increased pH2AX levels in these cells (Supplementary Fig. 7c, d), indicating that ectopic E2f4 and Recql activity can induce DNA damage upon Myc activation.

Depletion of Trim33 significantly increased Myc-induced pH2AX levels (Supplementary Fig. 7e), mimicking the effect of E2f4 and Recql overexpression. In contrast, Myc-induced increase in the number of 53bp1 bodies was reversed by depletion of Trim33 (Fig. 7a), in line with a reduced checkpoint signaling in Trim33-KO cells (Fig. 1d, g) and the data obtained with HU treatment (Fig. 6a). Neutral comet assay showed a small increase in DNA breakage upon Myc overexpression, which was strongly elevated by depletion of Trim33 (Supplementary Fig. 7f). The higher levels of DNA damage were accompanied by impaired colony formation upon knockdown of Trim33 in Myc-overexpressing cells (Supplementary Fig. 7g), similar to the phenotype found in HU-treated cells (Supplementary Fig. 6h).

**Fig. 7:**
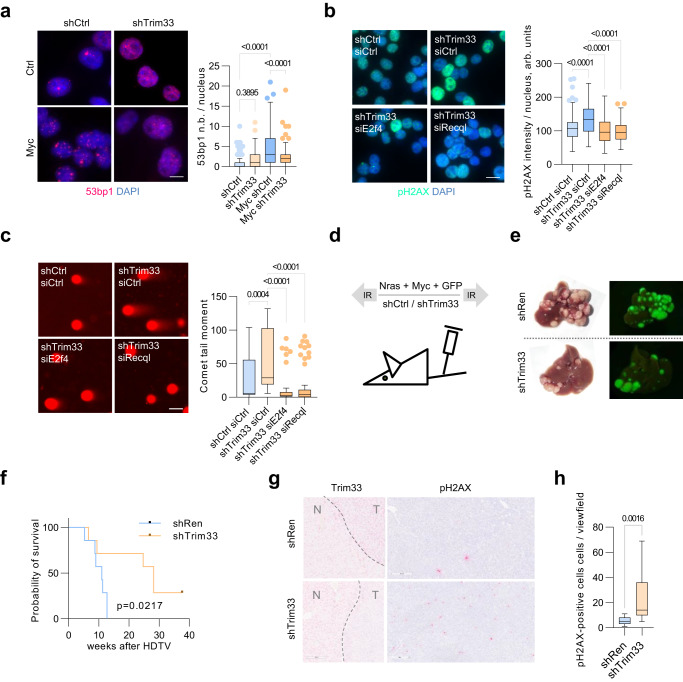
Deletion of Trim33 promotes Myc-induced DNA damage and delays liver tumorigenesis. **a** Immunofluorescence analysis with 53bp1 antibodies in p19/Nras (Ctrl) and p19/Nras/Myc (Myc) cells expressing shCtrl or shTrim33. At least 24 cells were quantified. Scale bar = 2 μm. **b** Immunofluorescence analysis with pH2AX antibodies in p19/Nras/Myc cells expressing shTrim33 or shCtrl and siRNAs against E2f4, Recql or control. At least 133 cells were quantified per group. Scale bar = 5 μm. **c** Neutral comet assays in p19/Nras/Myc cells expressing shRNAs against Trim33 or a control sequence and siRNAs against E2f4, Recql, or control. Scale bar = 10 μm. At least 39 cells were quantified per group. **d** Schematic of the HDTV-based model of liver tumorigenesis. Transposon vectors encoding Myc, Nras, GFP, and shCtrl or shTrim33 are injected along with the SB transposase in the tail vein of C57BL/J mice. **e** Representative images of whole livers under daylight and ultraviolet light showing tumor nodules. **f** Kaplan–Meier survival plots for two cohorts of mice injected with shTrim33 or shCtrl (7 animals/group). Significance was determined using the log-rank test. **g** Representative images of IHC analysis with antibodies to Trim33 and pH2AX on FFPE sections of tumor-bearing livers. **h** Quantification of pH2AX-positive cells per view field in liver tumors expressing shTrim33 or shCtrl. Significance was determined by a two-tailed, unpaired *t*-test. **a**, **b**, **c** Significance was determined using Kruskal–Wallis test with Dunn’s multiple comparisons. **a**, **b**, **c**, **h** Boxplots represent median±quartiles with whiskers ranging up to 1.5-fold of the interquartile range. Source data are provided as a Source Data file.

siRNA-mediated depletion of E2f4 or Recql reduced pH2AX levels in Myc-overexpressing shTrim33 cells (Fig. 7b). Furthermore, comet assays showed that depletion of E2f4 or Recql reverted the increase in DNA breakage in Myc-overexpressing shTrim33 cells (Fig. 7c), indicating in the absence of Trim33, Myc-induced replicative stress evokes DNA damage via E2f4 and Recql.

To determine the impact of Trim33 on Myc-induced tumorigenesis, we used an autochthonous model of liver cancer^41^ (Fig. 7d). Transposons, expressing Ras and Myc with shRNA targeting Trim33 or a control sequence (shRen)^23^, were delivered using hydrodynamic tail vein injection and mice were monitored for tumor development. Co-expression of Myc and shTrim33 delayed tumor development and significantly extended animal survival (Fig. 7e, f). We then assessed the expression of Trim33 and pH2AX using immunohistochemistry on tissue sections of tumor-bearing livers. Trim33-deficient tumors had strongly elevated levels of pH2AX (Fig. 7g, h), suggesting that DNA damage upon acute Myc overexpression delays tumor development in the liver. Since replicative stress in tumors is associated with the recruitment of immune cells^42^, we analyzed the tumor samples by immunohistochemistry with antibody to CD3, which marks T lymphocytes. Trim33-deficient tumors had a significantly increased number of CD3-positive cells (Supplementary Fig. 7h), suggesting that loss of Trim33 can promote tumor infiltration by T cells, contributing to delayed tumor development. We concluded that via regulation of E2f4 and Recql, Trim33 limits DNA damage in Myc-overexpressing cells and thereby promotes Myc-driven tumorigenesis.

## Discussion

In this study, we show that the Trim33 ubiquitin ligase restricts interactions of the transcription factor E2f4 with the DNA helicase Recql to control the progression of DNA replication forks under replicative stress. Deletion of Trim33 triggers ectopic recruitment of Recql to chromatin, leading to rapid DNA replication and delayed checkpoint signaling. Consequently, Trim33 deficiency leads to the accumulation of DNA damage, impairs survival under replicative stress, and delays Myc-dependent liver tumorigenesis.

Multiple studies have implicated Trim33 in the regulation of RNAPII-driven transcription. For example, Trim33 controls several transcription factors, including Smad2/3, β-catenin, and PU.1 via proteolytic or non-proteolytic mechanisms^43–46^. Furthermore, Trim33 can broadly affect RNAPII function via recruitment of elongation factors pTEFb and FACT to transcription start sites^47^, in line with its genome-wide localization to chromatin^46^. Via the PHD-Bromo domain, Trim33 recognizes methylated and acetylated histones^27,45^ with a distinct specificity compared to two homologous proteins—Trim24 and Trim28, which form complexes with Trim33^48^. Intriguingly, chromatin recruitment activates the ubiquitin ligase function of Trim33, providing a mechanism for selective regulation of DNA-bound factors^27^.

Extending these studies, we show that Trim33 associates with the transcription factor E2f4 and targets it for degradation. E2f4 is a member of the E2f family of transcription factors that play a key role in the regulation of cell cycle progression and DNA replication^49^. Trim33-E2f4 interaction requires the N-terminal region of E2f4, which includes the DNA-binding domain. Accordingly, mutations in either E2f4 or Trim33 that prevent DNA binding, impair their interaction, suggesting that Trim33 regulates a chromatin-associated pool of E2f4. Interestingly, previous studies revealed an interaction between E2f4 and Trim28^50^, indicating that E2f4 may be regulated by oligomeric complexes containing Trim33.

Trim33 has also been implicated in the regulation of cellular response to DNA damage. Trim33 is recruited to DNA damage sites in a PARP1-dependent manner and promotes degradation of the chromatin remodeler Alc1^20^. Furthermore, depletion of Trim33 in several cell culture models sensitizes cells to ATR and Parp1 inhibitors^20,51^. E2f4, as a novel substrate of Trim33, can potentially integrate the different functions of Trim33 in transcription and the DNA damage response. Originally E2f4 was identified as a transcriptional regulator that mediates repression by pocket proteins and Smad factors^52,53^. Other studies showed that E2f4 can act as an activator that controls cell proliferation, DNA repair, and tumorigenesis^28,54^. E2f4 broadly binds chromatin, shares many binding sites, and can functionally cooperate with Myc and Nrf2^55,56^. Furthermore, E2f4 has non-transcriptional functions in cilial biogenesis and recruitment of Gemc1 and Multicilin to chromatin^57,58^. In line with these observations, we identify a number of factors, implicated in DNA replication and DNA repair, including components of the Swi/Snf and Ercc1/4 complexes and the Recql DNA helicase, as E2f4 interacting partners.

Recql is the most abundant Recq family helicase in mammalian cells, implicated in the cellular response to replicative stress^29,30,59^. In contrast to other Recq helicases, such as Blm and Wrn, Recql does not resolve R-loops but mediates DNA strand separation and promotes branch migration, which likely underlies its function in promoting the restart of stalled replication forks^60,61^. This function of Recql can antagonize Parp1 activity in the stabilization of reversed replication forks^29^ and possibly accounts for the rapid DNA replication observed in Parp1-inhibited cells^5^ and in Trim33-KO cells, as described in this study. Recql, unlike some other Recq helicases, lacks the Helicase and RNase D C-terminal DNA binding domain (HRDC)^62^, suggesting that other proteins can facilitate Recql localization to stalled forks. For example, a recent report showed that the Foxa1 transcription factor can recruit Recql to the *ESR1* gene to stimulate its expression^63^.

We show that E2f4 recruits Recql via the C-terminal domain, which mediates interaction with pocket proteins and the transcriptional function of E2f4. As pocket proteins interact with replicative helicase and modulate DNA replication^64^, one interesting possibility is that E2f4 can be switched, upon activation of the replication checkpoint, from replication-inhibitory complexes with pocket proteins to permissive complexes that contain Recql.

Trim33 antagonizes the E2f4-Recql interaction and deletion of Trim33 leads to E2f4-dependent genome-wide localization of Recql to chromatin. Furthermore, the ability of E2f4 to recruit Recql is stimulated in response to hydroxyurea or other genotoxins that activate replication checkpoint signaling, demonstrating that it presents a general mechanism in the cellular response to replicative stress. The molecular underpinnings of E2f4-Trim33 complex regulation remain to be investigated. Trim33 may be modified by checkpoint kinases or by Parp1 to diminish recognition of E2f4 or prevent Trim33 association with histones to blunt ubiquitin ligase activity^27^; E2f4 may be also modified at the checkpoint to impair Trim33 binding. While replicative stress compromises Trim33-dependent regulation of E2f4 transiently, deletion Trim33 leads to pervasive Recql recruitment to chromatin. This aberrant localization of Recql likely underlies ectopic fork acceleration under stress and impairs the recognition and repair of replication-associated DNA lesions, as indicated by abated checkpoint signaling, inefficient formation of 53bp1 foci, and compromised DNA repair.

Upon stress, Recql is recruited to transcription start and termination sites, which are associated with RNAPII stalling, formation of R-loops, and transcription-replication conflicts^65–67^. This observation suggests that Recql can facilitate the progression of forks that stall during collisions with RNAPII or stimulate the firing of origins in the vicinity of transcription start sites, in line with previous observations^31,35,66^. Our data suggest that transient Recql recruitment in response to replicative stress primarily allows the bypass of conflicts that engage pS5-RNAPII, most likely at a pool of promoter-proximal sites. In contrast, complete loss of Trim33 results in a much broader distribution of Recql on chromatin and premature resolution of TRCs across the genome.

In line with the known functions of TRCs in the induction of ATM signaling^36^, rapid resolution of TRCs and accelerated replication fork progression in Trim33-KO cells is paralleled by a blunted checkpoint activation upon replicative stress. This correlates with a diminished formation of 53bp1 nuclear bodies, which incorporate under-replicated genomic loci and require ATM signaling for assembly^37–39^. Since 53bp1 controls DNA replication and DNA repair at such loci^39^, one possibility is that in the absence of Trim33, unsupervised DNA replication leads to the accumulation of DNA damage and impairs survival under replicative stress, as described for other conditions that accelerate DNA replication^5^.

Loss of Trim33 also counteracts Myc-induced fork slowing, leads to accumulation of DNA damage in cells with high Myc levels, and delays Myc-driven liver tumorigenesis. Ectopic E2f4 expression rescues Myc-induced fork slowing, and either E2f4 or Recql promote the accumulation of DNA damage in Myc-overexpressing cells, suggesting that they underlie the effects of Trim33 on Myc-induced tumorigenesis. We propose that in the presence of Trim33, Myc-induced fork stalling triggers replication checkpoint signaling to facilitate DNA repair, in line with recent observations^24,68^. Suppression of these surveillance mechanisms in Trim33-deficient cells leads to overt DNA damage and delays tumor development, possibly both by cell-intrinsic effects (increased tumor cell death) and via activation of immune responses. Collectively, our data identify a role for the Trim33-E2f4-Recql axis in the cellular response to oncogene- and drug-induced replicative stress and may provide important insights for the development of targeted cancer therapies.

## Methods

### Plasmids

sgRNA and shRNA oligos were cloned into pSpCas9(BB)−2A-Puro (PX459 V2.0, a gift from Feng Zhang; Addgene plasmid #62988) and pLKO1.puro (a gift from Bob Weinberg; Addgene plasmid #845) vectors, respectively. The psPAX2 and pMD2.G vectors were a gift from Didier Trono (Addgene plasmids #12260 and #1225). Transposon and Sleeping Beauty transposase vectors for hydrodynamic tail vein injection were provided by Daniel Dauch (University Hospital Tübingen).

The Recql and E2f4 ORFs were PCR-amplified from mRNA from HCT116 cells and the PCR products were cloned using the HiFi assembly kit (NEB) in pcDNA3, pGEX-4T3 or the pRRL-Hygro vector^69^. Trim33 expression vectors were a gift of Stefano Piccolo (Addgene plasmids # 20902 and 20903). Trim33 mutations (ED887AA, FN1038AA) and E2f4 DNA binding mutation (65RRIYD → AAIAA) were introduced by site-directed mutagenesis. E2f4-GST fusion proteins were generated by cloning the PCR-amplified E2f4 cDNA fragments (1–413, 1–105, 90–200, 300–413) into the pGEX-4T3 vector using the HiFi assembly kit (Cell Signaling). Oligonucleotide sequences are provided in Supplementary Table 2.

### Cell culture

U2OS cells with inducible Myc alleles were provided by Martin Eilers (University of Würzburg); p19/Nras and p19/Nras/Myc cells were provided by Daniel Dauch (University Hospital Tübingen); LentiX cells (a derivative of HEK293T cells) were provided by Michael Hudecek (University Hospital Würzburg). All cell lines were cultured in DMEM medium supplemented with 10% FBS and 1% penicillin–streptomycin. Selection of transfected or transduced cells was performed using puromycin at 1 μg/mL or hygromycin at 500 μg/mL. HU was used at 1 mM as a standard concentration for 2–24 h. For culture under low concentration, HU was used at 0.1 mM for 48 h. Cells were tested for Mycoplasma contamination using the Mycoplasma PCR Detection Kit (Abm). For serum deprivation, p19/Nras cells were allowed to adhere and then cultured in DMEM without FBS for 96 h before release in a complete medium.

For crystal violet staining, cells were fixed in 70% EtOH, air-dried, and stained with crystal violet solution (Sigma) for 20 min at RT, washed with water, and air-dried. The dye was eluted in Methanol: Acetic acid solution and absorbance at 595 nM was quantified using the Tecan plate reader.

### Transfection and lentiviral transduction

Transient transfection for ubiquitin pulldown or immunoprecipitation analysis was performed using polyethylenimine. 24 h post transfection, the medium was replaced and cells were incubated for a further 24 h before harvesting for analysis or antibiotic selection. For siRNA transfection ON-TARGETplus siRNA SMARTpool against mouse E2f4 or Recql or the Non-targeting siRNA Pool (Horizon Discovery, L-054294-00-0005, L-044778-01-0005 D-001810-10-05) were transfected into p19/Nras Trim33-WT and Trim33-KO cells using DharmaFECT 2 reagent and cells were analyzed 72 h post transfection. For lentivirus production, LentiX cells were co-transfected with the transfer plasmid, packaging, and envelope vectors (psPAX2, pMD2.G) using polyethylenimine. 48 h after transfection, the medium was collected, filtered, and incubated with target cells for 48–72 h in the presence of polybrene before antibiotic selection.

### Immunofluorescence and proximity ligation assays

Cells were cultured on 10 mm glass coverslips, fixed with 1% formaldehyde in PBS for 10 min, and washed three times with PBS. Cells were permeabilized with PBS/0.2% Triton-X-100 for 10 min and blocked with 5% BSA in PBS/0.2% TX-100 for 10 min. Cells were incubated for 2 h with primary antibodies (E2f4—Proteintech 10923-1-AP, 1:100; Trim33—Sigma HPA004345, 1:100), and secondary antibodies (Cell Signaling anti-rabbit IgG, Alexa Fluor® 555 Conjugate, 1:100) in the blocking solution at room temperature. Coverslips were mounted using the hard set mounting medium with DAPI (Vector Laboratories).

The PLA assay was performed using the Duolink Proximity Ligation Assay kit (Sigma) according to the manufacturer’s protocol and antibody pairs as indicated. For EdU labeling and biotin-Recql PLA, cells were treated with HU for 4 h, washed twice with PBS, and released into a fresh medium labeled with 50 μM EdU for 10 min. Cells were fixed with formaldehyde, permeabilized, and incubated with primary antibodies as detailed above and the click reaction was performed in the presence of 0.4 µM biotin-azide, 2 mM CuSO_4,_ and 20 mM Na Ascorbate for 1 h. The PLA assays were then performed with antibodies to biotin and Recql.

The following antibodies were used for PLA assays, all at 1:100 dilution: Recql (Santa-Cruz sc-166388), Recql (Abcam ab151501); HA-tag (Cell Signaling C29F4), RNAPII (Cell Signaling 14958), Mcm2 (Cell Signaling D7G11), RNAPII (Cell Signaling 14958), pS5-RNAPII (Cell Signaling 13523), pS2-RNAPII (Abcam ab5095), biotin (Santa Cruz sc-101339).

### Immunoprecipitation and immunoblotting

Cells were harvested by scraping, washed with PBS, and lysed in TNT-150 lysis buffer (25 mM Tris-HCl pH 8.0, 1% Triton X-100, 150 mM NaCl, supplemented with protease and phosphatase inhibitors), for 30 min on ice. Lysates were cleared by centrifugation and incubated with 2 μg of specific antibody or an isotype control overnight at 4 °C on a rotating wheel. Antibody complexes were collected on protein G agarose beads at 4 °C for 4 h. The beads were washed twice with the TNT-150 lysis buffer for 10 min on ice and captured proteins were denatured in the Laemmli sample buffer at 95 °C for 10 min before immunoblotting analysis.

For immunoprecipitation from formaldehyde-fixed cells, cells were crosslinked with 0.2% formaldehyde in PBS and quenched with 0.2 M Glycine for 5 min. Cells were sonicated in the TNT lysis buffer with 300 mM NaCl and 0.1% SDS, clarified by centrifugation, and immunoprecipitation reactions were performed as above.

Denatured proteins were separated on 10% polyacrylamide Bis-Tris gels using MOPS running buffer (50 mM MOPS, 50 mM Tris, 1 mM EDTA, 0.5% SDS, 5 mM Sodium bisulfite). Proteins were transferred onto PVDF membranes using a semi-dry transfer method in Tris-Glycine buffer (25 mM Tris, 192 mM Glycine, 10% Methanol). For immunoblotting, the primary antibodies were used at 1:1000 dilution and secondary antibodies at 1:5000; the complete list of antibodies with catalog numbers is provided in Supplementary Table 1. Immunoblots were imaged using chemiluminescence reagents (Millipore) on the Bio-Rad Gel-Doc instrument with the ImageLab v5.0 software.

### Ubiquitin pulldown assays

Cells were transfected with vectors encoding 6xHis-tagged ubiquitin, FLAG-tagged Trim33 variants, and HA-tagged E2f4 or Myc using polyethylenimine. 48 h post transfection cells were harvested and lysed in Urea Buffer (8 M Urea/25 mM Imidazole/1% Triton X-100/350 mM NaCl in PBS) and briefly sonicated to shear genomic DNA. Cleared lysates were incubated with Ni-NTA beads (Cube Biotech) overnight to capture ubiquitinated proteins. Beads were washed three times with the lysis buffer and precipitated proteins were denatured in the Laemmli sample buffer at 95 °C for 10 min before separation on Sodium dodecyl-sulfate–polyacrylamide gel electrophoresis (SDS-PAGE) and immunoblotting.

### GST-pulldown assays

Vectors for expression of E2f4-GST fusion proteins or the empty pGEX-4T3 vector were transformed into BL21 DE3 Rosetta cells (Millipore) and protein expression was induced by IPTG. Bacterial pellets were resuspended in PBS with 0.5% TX-100, supplemented with protease and phosphatase inhibitor cocktail, and lyzed by sonication. Clarified bacterial lysates were incubated with glutathione agarose beads to capture GST fusion proteins. The beads were washed three times with the TNT-300 buffer and incubated with mammalian cell lysates for 4 h. Glutathione beads with recovered protein complexes were washed three times with the TNT-300 buffer; proteins were denatured in the Laemmli sample buffer at 95 °C for 10 min before separation on SDS-PAGE and immunoblotting analysis.

### Nascent chromatin capture

The assay was performed as described previously^43^ with slight modifications. Cells were treated with HU for 4 h and then incubated for 5 min in a hypotonic buffer (50 mM KCl, 10 mM HEPES pH 8.0) containing biotin-dUTP followed by a 10-min incubation in fresh DMEM medium supplemented with biotin-dUTP. Cells were fixed in 0.2% formaldehyde for 5 min and cross-linking was stopped by adding glycine to a final concentration of 0.2 M for 5 min. Cells were resuspended in the TNT-300 buffer and sheared by sonication with the Hielscher UP200St instrument (2 mm probe, 100% pulse, 30% amplitude, 40 s on, 20 s off for 10 min). The clarified lysates were precipitated using neutravidin agarose overnight, the precipitates were washed with lysis buffer and boiled in the Laemmli sample buffer before immunoblotting analysis.

### FACS analysis

Cells cultured on 10 cm dishes were harvested by trypsinization at 80 % confluency. The cell pellet was resuspended in 200 µL PBS and 800 µL 100% EtOH was added dropwise while vortexing for a final concentration of 80 % EtOH. Cells were incubated at 4 °C overnight, spun for 5 min at 2000 rpm, and washed once with PBS. The cell pellet was resuspended in 200 µL PBS containing 0.5 µL RNAseA and incubated for 20 min on the rotating wheel at room temperature. 10 µL of 1 mg/mL propidium iodide solution was added and cells were incubated for 30 min on the rotating wheel at room temperature in the dark. Data acquisition was performed on the BD LSR Fortessa instrument using the FACSDiva software v8.0. For data analysis, the Flowing software v2.5.1 was used.

### Mass spectrometry

For mass spectrometry analysis of E2f4 interactions, three independent immunoprecipitation reactions with E2f4 antibodies (Proteintech 10923-1-AP) and Isotype Control rabbit IgG (Cell Signaling 3900) from the TNT-150 lysates of Trim33-WT and Trim33-KO p19/Nras cells were performed. The MS analysis was carried out on an Ultimate3000 RSLC system coupled to an Orbitrap Fusion Tribrid mass spectrometer operated by Xcalibur 4.1 SP1 Build 4.1.50. Tryptic peptides were separated on the analytical column (75 μm i.d. × 25 cm, Acclaim PepMap RSLC C18, 2 μm, 100 Å; Thermo Fisher Scientific) by a linear gradient from 2% to 30% of buffer B (80% acetonitrile and 0.08% formic acid in HPLC-grade water) in buffer A (2% acetonitrile and 0.1% formic acid in HPLC-grade water) followed by a short gradient of 30% to 95% buffer B. Total gradients lasted 120 min at a flow rate of 300 nL/min. Full MS spectra were acquired with a scan range of 335–1500 *m*/*z* and a resolution of 120,000 at *m*/*z* = 200. MS/MS acquisition was performed in top speed mode with 3 s cycle time with a maximum injection time of 50 ms. The AGC target was set to 400,000 and the isolation window was 1.6 *m*/*z*. Positive ions with charge states 2–7 were sequentially fragmented by higher energy collisional dissociation.

### Mass spectrometry data analysis

MS Data analysis was performed using the MaxQuant software (version 1.6.17.0) and the integrated Andromeda search engine. Peptide search was performed against the mouse SwissProt database (Release 2020_10) with a peptide tolerance of 20 ppm for the first search and 5 ppm for the main search. Unique and razor peptides with a minimum length of 6 amino acids were used for LFQ quantification. The match-between run option was enabled with a match time window of 0.7 min and an alignment time window of 20 min. For Maxquant processing, protein and peptide spectral match FDR was set to 0.01. Further analysis was performed using Perseus (version 1.6.14.0). Protein groups with at least 2 out of 3 hits in one or more bait groups were considered and missing values were imputed from a normal distribution. Putative interaction partners were defined using two-sample *t*-tests.

Mass spectrometry data have been deposited in the PRIDE database under PXD037854. All technical details and parameters used for LC-MS sample processing and experimental details of biological replicates and data analysis parameters are provided at the above project link from Proteomexchange.

### RNA sequencing

RNA was isolated using RNeasy Kit (Qiagen). RNA was purified and washed via precipitation with 80% ethanol and quantified using NanoDrop 1000 (Peqlab). For reverse transcription and NGS library preparation, the NEBNext Ultra RNA Library Prep Kit for Illumina (E7530) and NEBNext Multiplex Oligos for Illumina, Dual Index Primer Set 1 (E7600) were used according to the manufacturer’s instructions. DNA fragments and index PCR products were purified with HighPrep (MagBio) beads. The sequencing library concentration was determined using the Quant-iT PicoGreen dsDNA Assay-Kit (Thermo).

### ChIP-sequencing and Cut&Run

ChIP was performed as described previously^79^ with minor modifications. Briefly, p19/NRas cells were fixed with 1% formaldehyde for 5 min and quenched for 5 min with 0.2 M glycine. Cells were washed with PBS and resuspended in ChIP lysis buffer 1 (25 mM Tris-HCl pH 8.0, 1% Triton X-100/200 mM NaCl/protease & phosphatase inhibitor cocktail) and incubated 30 min on ice. Pelleted nuclei were resuspended in MNase buffer (20 mM Tris pH7.5, 1% TX-100, 5 mM MgCl_2_) and treated with micrococcal nuclease (NEB) for 3 min. ChIP lysis buffer 2 (25 mM Tris-HCl pH 8.0, 1% Triton X-100, 300 mM NaCl, 0.1% SDS, 10 mM EDTA to 10 mM) was then added and chromatin was fragmented using Hielscher sonifier for 10 min (30% power, 100 amplitude, 40 s on, 20 s off). Cleared lysates were incubated with E2f4 antibody (10923-1-AP, Proteintech) overnight at 4 °C on a rotating wheel. Antibodies were collected using magnetic protein A beads followed by proteinase K treatment and reversal of crosslinks at 65 °C overnight. The DNA was purified by phenol/chloroform extraction and precipitated with ethanol. Sequencing libraries were prepared using the NEB Ultra DNA library Prep kit and the NEBNext Multiplex Oligos for Illumina, Dual Index Primer Set 1. The samples were sequenced on the Illumina Nextseq500 instrument (Nextseq Control Software v2).

Cut&Run was performed on 5*10^5^ formaldehyde-fixed p19/Nras cells expressing HA-Recql or HA-E2f4 variants using the CUT&RUN Assay kit (NEB #86652) with 1 μg of antibodies to HA-tag (6E2, Cell signaling) or Recql (ab151501, Abcam) according to the manufacturer’s instructions. The released DNA fragments were incubated with proteinase K for 4 h at 65 °C, extracted with phenol-chloroform (Roth), and precipitated with 2.5 volumes of ethanol overnight at −20 °C. DNA was recovered by centrifugation and used for sequencing library preparation using the NEB Ultra II DNA Library Prep kit.

### DSB capture and sequencing

Cells were fixed with formaldehyde and permeabilized with 0.2% Triton X-100 in PBS. DNA end repair reaction was performed by incubation with *E. Coli* DNA Polymerase I Klenow fragment for 30 min at 25 °C. Cells were washed and an A-tailing reaction was performed in dA-tailing buffer (NEB) with Klenow exo- for 30 min at 37 °C. dA-tailed DNA fragments were ligated to a biotinylated NEB adapter at 16 °C overnight. Cells were lysed in 20 mM Tris pH 8.5, 300 mM NaCl, 0.2% SDS and treated with proteinase K, followed by sonication, phenol-chloroform extraction, and ethanol purification of DNA. Biotinylated DNA fragments were captured on Streptavidin beads and used for library preparation with the NEB Ultra II DNA library end prep kit.

### NGS data analysis

All sequencing data were mapped to mouse genome assembly mm9 using STAR (version 2.5.4). Differential gene expression analysis was performed using EdgeR (version 3.26.8). ChIP, Cut&Run, and DSB-capture data were analyzed using Homer (version 4.10.3). Sequencing data have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession number GSE217524.

### Neutral comet assay

Cells were treated as indicated and collected by trypsinization. Cell pellets were washed with PBS and resuspended in 200 μL of 0.7% LMP agarose, 65 μL of the mixture was dropped on a glass slide pre-coated with 0.8% regular agarose and covered by a coverslip. After solidification, another 80 μL of 0.7% LMP agarose was added to cover the cell layer. Cells were lysed in lysis solution (2.5 M NaCl, 0.1 M EDTA, 10 mM Tris pH 10, 1% N-lauroylsarcosine, 0.5% Triton X-100, 10% DMSO) in dark at 4 °C overnight and electrophoresis was preceded in TAE buffer with 0.5 V/cm for 1 h. Cells were fixed with 100% ethanol and stained with ethidium bromide (2 μg/mL in water) for microscopy.

### DNA fiber assay

Cells were incubated for 20 min with 25 μM IdU in complete DMEM, washed with PBS, and incubated for 20 min with 250 μM CldU in complete DMEM. For U2OS cells, expressing shCtrl and shTrim33, the incubation was extended to 40 min for both dNTPs. Cells were harvested by trypsinization, resuspended in PBS, and transferred onto a glass slide. Lysis solution (100 mM Tris pH 8.0, 20 mM EDTA, 1% SDS) was added and slides were tilted to allow DNA spreading. DNA was fixed with Methanol: Acetic Acid (3:1) before incubation with 2.5 N HCl for 90 min. The slides were blocked and the DNA fibers were stained with antibodies against IdU (Cell Signaling 5292 + anti-mouse Alexa555) and CldU (Abcam ab6326 + anti-rat Alexa 488). Image acquisition was performed with Olympus DP80 camera and Olympus BX63 microscope using the cellSens software. Fiber length was measured using ImageJ software version 1.53f. For DNA fiber data analysis, we used the robust non-parametric Kruskal–Wallis test, since the assumptions of normal population distribution and homoscedasticity, which are required for the parametric ANOVA test, in many cases are not fulfilled.

### Mouse model of liver tumorigenesis

The animal experiments were approved by the regional government of Tübingen (authorization number M09/20G). Wild-type mice C57BL/6 mice were purchased from Charles River (Sulzfeld) and housed at 21–22 °C ambient temperature, 40–60% humidity, and a 12/12 h light/dark cycle, in accordance with the institutional guidelines of the University Hospital Tübingen.

DNA for hydrodynamic tail vein injection was prepared using the Qiagen EndoFreeMaxi Kit. DNA was diluted in saline solution at a final volume of 10% of body weight. 4- to 6-week-old mice (7 mice/group) were injected with 25 μg of the transposon plasmids expressing Myc, Ras, and shRNA and 5 μg of a Sleeping Beauty transposase-expressing vector. Mice were monitored for tumor development by palpation and sacrificed upon reaching a critical tumor burden. Livers were explanted and examined for tumors, photographed under day- and fluorescent light, and fixed in PFA for immunochemistry analysis.

### Immunohistochemistry of murine liver samples

After heat-induced antigen retrieval at pH 6, formalin-fixed and paraffin-embedded tissue sections were incubated for 1 h at room temperature with a TRIM33 antibody (Sigma HPA004345, dilution 1:50), pH2AX antibody (Cell Signalling #9781, dilution 1:100), and a CD3 antibody (Thermo Scientific RM-9107, dilution 1:100), respectively. An anti-rabbit secondary antibody conjugated to AP (Polyview Plus AP (anti-rabbit) reagent, ENZO Life Sciences GmbH, Lörrach, Germany) was applied. The signal was visualized using alkaline phosphatase (Permanent-AP Red Kit, Zytomed Systems, Berlin, Germany) as a chromogen. pH2AX and CD3 stained sections were quantified manually using the Aperio ImageScope—Pathology Slide Viewing Software 12.4.6.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

### Source data

Source Data

## Data Availability

The NGS data have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession number GSE217524. The Mass spectrometry data have been deposited to the ProteomeXchange Consortium via the PRIDE partner repository under the accession code PXD037854. Source data are provided in this paper. All other raw data and materials are available from the corresponding author upon request. Source data are provided in this paper.

## References

[1] Macheret M, Halazonetis TD (2015). DNA replication stress as a hallmark of cancer. Annu. Rev. Pathol..

[2] Gaillard H, García-Muse T, Aguilera A (2015). Replication stress and cancer. Nat. Rev. Cancer.

[3] Tubbs A, Nussenzweig A (2017). Endogenous DNA damage as a source of genomic instability in cancer. Cell.

[4] Schmid JA (2018). Histone ubiquitination by the DNA damage response is required for efficient DNA replication in unperturbed S phase. Mol. Cell.

[5] Maya-Mendoza A (2018). High speed of fork progression induces DNA replication stress and genomic instability. Nature.

[6] Bai G (2020). HLTF promotes fork reversal, limiting replication stress resistance and preventing multiple mechanisms of unrestrained DNA synthesis. Mol. Cell.

[7] Kim N, Jinks-Robertson S (2012). Transcription as a source of genome instability. Nat. Rev. Genet..

[8] Gómez-González B, Aguilera A (2019). Transcription-mediated replication hindrance: a major driver of genome instability. Genes Dev..

[9] Kotsantis P, Petermann E, Boulton SJ (2018). Mechanisms of oncogene-induced replication stress: jigsaw falling into place. Cancer Discov..

[10] Curti, L. & Campaner, S. MYC-induced replicative stress: a double-edged sword for cancer development and treatment. *Int. J. Mol. Sci.***22**, 6168 (2021).10.3390/ijms22126168PMC822750434201047

[11] Tansey WP (2014). Mammalian MYC proteins and cancer. N. J. Sci..

[12] Rahl PB, Young RA (2014). MYC and transcription elongation. Cold Spring Harb. Perspect. Med.

[13] Baluapuri A, Wolf E, Eilers M (2020). Target gene-independent functions of MYC oncoproteins. Nat. Rev. Mol. Cell Biol..

[14] Gabay M, Li Y, Felsher DW (2014). MYC activation is a hallmark of cancer initiation and maintenance. Cold Spring Harb. Perspect. Med..

[15] Vafa O (2002). c-Myc can induce DNA damage, increase reactive oxygen species, and mitigate p53 function: a mechanism for oncogene-induced genetic instability. Mol. Cell.

[16] Karlsson A (2003). Defective double-strand DNA break repair and chromosomal translocations by MYC overexpression. Proc. Natl. Acad. Sci. USA.

[17] Murga M (2011). Exploiting oncogene-induced replicative stress for the selective killing of Myc-driven tumors. Nat. Struct. Mol. Biol..

[18] Farrell, A. S. & Sears, R. C. MYC degradation. *Cold Spring Harb. Perspect. Med.***4**10.1101/cshperspect.a014365 (2014).10.1101/cshperspect.a014365PMC393539024591536

[19] Popov N (2007). The ubiquitin-specific protease USP28 is required for MYC stability. Nat. Cell Biol..

[20] Kulkarni A (2013). Tripartite motif-containing 33 (TRIM33) protein functions in the poly(ADP-ribose) polymerase (PARP)-dependent DNA damage response through interaction with Amplified in Liver Cancer 1 (ALC1) protein. J. Biol. Chem..

[21] Bai X (2013). TiF1-gamma plays an essential role in murine hematopoiesis and regulates transcriptional elongation of erythroid genes. Dev. Biol..

[22] Chen M (2022). TRIM33 drives prostate tumor growth by stabilizing androgen receptor from Skp2-mediated degradation. EMBO Rep..

[23] Kang TW (2011). Senescence surveillance of pre-malignant hepatocytes limits liver cancer development. Nature.

[24] Endres T (2021). Ubiquitylation of MYC couples transcription elongation with double-strand break repair at active promoters. Mol. Cell.

[25] Zheng N, Fraenkel E, Pabo CO, Pavletich NP (1999). Structural basis of DNA recognition by the heterodimeric cell cycle transcription factor E2F-DP. Genes Dev..

[26] Tsai W-W (2010). TRIM24 links a noncanonical histone signature to breast cancer. Nature.

[27] Agricola E, Randall RA, Gaarenstroom T, Dupont S, Hill CS (2011). Recruitment of TIF1γ to chromatin via its PHD finger-bromodomain activates its ubiquitin ligase and transcriptional repressor activities. Mol. Cell.

[28] Hsu J, Sage J (2016). Novel functions for the transcription factor E2F4 in development and disease. Cell Cycle.

[29] Berti M (2013). Human RECQ1 promotes restart of replication forks reversed by DNA topoisomerase I inhibition. Nat. Struct. Mol. Biol..

[30] Benedict, B. et al. The RECQL helicase prevents replication fork collapse during replication stress. *Life Sci Alliance***3**10.26508/lsa.202000668 (2020).10.26508/lsa.202000668PMC744152332820027

[31] Thangavel S (2010). Human RECQ1 and RECQ4 Helicases Play Distinct Roles in DNA Replication Initiation. Mol. Cell Biol..

[32] Skene, P. J. & Henikoff, S. An efficient targeted nuclease strategy for high-resolution mapping of DNA binding sites. *Elife***6**10.7554/eLife.21856 (2017).10.7554/eLife.21856PMC531084228079019

[33] Doherty KM (2005). RECQ1 helicase interacts with human mismatch repair factors that regulate genetic recombination. J. Biol. Chem..

[34] Alabert C (2014). Nascent chromatin capture proteomics determines chromatin dynamics during DNA replication and identifies unknown fork components. Nat. Cell Biol..

[35] Chappidi N (2020). Fork cleavage-religation cycle and active transcription mediate replication restart after fork stalling at co-transcriptional R-loops. Mol. Cell.

[36] Hamperl S, Bocek MJ, Saldivar JC, Swigut T, Cimprich KA (2017). Transcription-replication conflict orientation modulates R-Loop levels and activates distinct DNA damage responses. Cell.

[37] Harrigan JA (2011). Replication stress induces 53BP1-containing OPT domains in G1 cells. J. Cell Biol..

[38] Lukas C (2011). 53BP1 nuclear bodies form around DNA lesions generated by mitotic transmission of chromosomes under replication stress. Nat. Cell Biol..

[39] Spies J (2019). 53BP1 nuclear bodies enforce replication timing at under-replicated DNA to limit heritable DNA damage. Nat. Cell Biol..

[40] Lensing SV (2016). DSBCapture: in situ capture and sequencing of DNA breaks. Nat. Methods.

[41] Carlson CM, Frandsen JL, Kirchhof N, McIvor RS, Largaespada DA (2005). Somatic integration of an oncogene-harboring Sleeping Beauty transposon models liver tumor development in the mouse. Proc. Natl. Acad. Sci. USA.

[42] Lin Y-L, Pasero P (2021). Replication stress: from chromatin to immunity and beyond. Curr. Opin. Genet Dev..

[43] Dupont S (2005). Germ-layer specification and control of cell growth by Ectodermin, a Smad4 ubiquitin ligase. Cell.

[44] He W (2006). Hematopoiesis controlled by distinct TIF1gamma and Smad4 branches of the TGFbeta pathway. Cell.

[45] Xi Q (2011). A poised chromatin platform for TGF-β access to master regulators. Cell.

[46] Xue J (2015). Tumour suppressor TRIM33 targets nuclear β-catenin degradation. Nat. Commun..

[47] Bai X (2010). TIF1gamma controls erythroid cell fate by regulating transcription elongation. Cell.

[48] Herquel B (2011). Transcription cofactors TRIM24, TRIM28, and TRIM33 associate to form regulatory complexes that suppress murine hepatocellular carcinoma. Proc. Natl. Acad. Sci. USA.

[49] Attwooll C, Lazzerini Denchi E, Helin K (2004). The E2F family: specific functions and overlapping interests. Embo J..

[50] Chen L (2012). Tripartite motif containing 28 (Trim28) can regulate cell proliferation by bridging HDAC1/E2F interactions. J. Biol. Chem..

[51] McAvera, R. M., Morgan, J. J., Mills, K. I., and Crawford, L. J. TRIM33 loss in multiple myeloma impairs the DNA damage response resulting in sensitivity to PARP and ATR inhibitors. *Blood*, 1570 10.1182/blood-2021-147728 (2021).

[52] Gaubatz S (2000). E2F4 and E2F5 play an essential role in pocket protein-mediated G1 control. Mol. Cell.

[53] Chen CR, Kang Y, Siegel PM, Massagué J (2002). E2F4/5 and p107 as Smad cofactors linking the TGFbeta receptor to c-myc repression. Cell.

[54] Ren B (2002). E2F integrates cell cycle progression with DNA repair, replication, and G(2)/M checkpoints. Genes Dev..

[55] Rempel RE (2000). Loss of E2F4 activity leads to abnormal development of multiple cellular lineages. Mol. Cell.

[56] Bhawe K, Roy D (2018). Interplay between NRF1, E2F4 and MYC transcription factors regulating common target genes contributes to cancer development and progression. Cell Oncol. (Dordr.).

[57] Ma L, Quigley I, Omran H, Kintner C (2014). Multicilin drives centriole biogenesis via E2f proteins. Genes Dev..

[58] Hazan R (2021). E2F4’s cytoplasmic role in multiciliogenesis is mediated via an N-terminal domain that binds two components of the centriole replication machinery, Deup1 and SAS6. Mol. Biol. Cell.

[59] Debnath S, Sharma S (2020). RECQ1 helicase in genomic stability and cancer. Genes (Basel).

[60] Popuri V (2008). The human RecQ helicases, BLM and RECQ1, display distinct DNA substrate specificities. J. Biol. Chem..

[61] Banerjee T, Sommers JA, Huang J, Seidman MM, Brosh RM (2015). Catalytic strand separation by RECQ1 is required for RPA-mediated response to replication stress. Curr. Biol..

[62] Pike AC (2009). Structure of the human RECQ1 helicase reveals a putative strand-separation pin. Proc. Natl. Acad. Sci. USA.

[63] Lu, X. et al. Genome-wide analysis unveils DNA helicase RECQ1 as A Regulator of Estrogen Response Pathway in Breast Cancer Cells. *Mol. Cell. Biol*. **41**, e00515–20 (2021).10.1128/MCB.00515-20PMC808812633468559

[64] Sterner JM, Dew-Knight S, Musahl C, Kornbluth S, Horowitz JM (1998). Negative regulation of DNA replication by the retinoblastoma protein is mediated by its association with MCM7. Mol. Cell Biol..

[65] Promonet A (2020). Topoisomerase 1 prevents replication stress at R-loop-enriched transcription termination sites. Nat. Commun..

[66] Chen YH (2019). Transcription shapes DNA replication initiation and termination in human cells. Nat. Struct. Mol. Biol..

[67] Hatchi E (2015). BRCA1 recruitment to transcriptional pause sites is required for R-loop-driven DNA damage repair. Mol. Cell.

[68] Solvie D (2022). MYC multimers shield stalled replication forks from RNA polymerase. Nature.

[69] Wiese KE (2015). Repression of SRF target genes is critical for Myc-dependent apoptosis of epithelial cells. Embo j..

[70] Xie Z (2021). Gene set knowledge discovery with enrichr. Curr. Protoc..

# Supplementary material for: Trim33 masks a non-transcriptional function of E2f4 in replication fork progression
**Source:** Nat Commun. 2023 Aug 23;14:5143. doi: 10.1038/s41467-023-40847-0
**Supplement:** Supplementary file 1 — Supplementary Information

## **Trim33 masks a non-transcriptional function of E2f4 in replication fork progression**

Vanessa Rousseau, Elias Einig, Chao Jin, Julia Horn, Mathias Riebold, Tanja Poth, Mohamed - ali Jarboui, Michael Flentje, Nikita Popov\*

### **Supplementary Information**

### **Supplementary Figures**

## Supplementary Figure 1

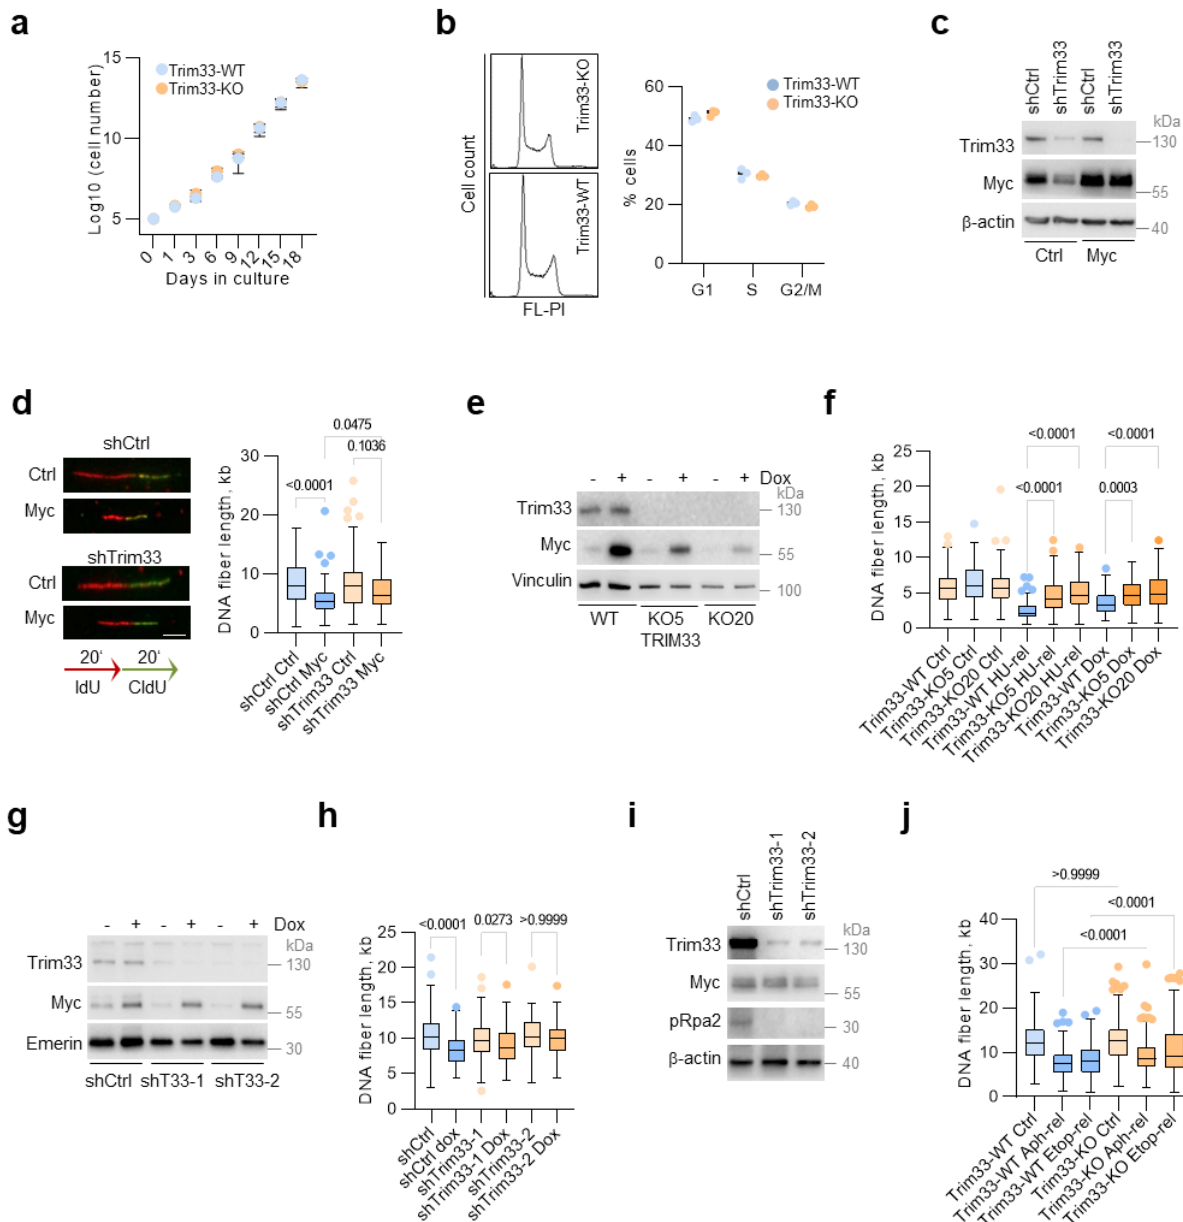

**Supplementary Figure 1. Loss of Trim33 abates replicative stress.** **a)** Growth curve for p19Nras Trim33-WT and Trim33-KO cells under standard culture conditions; n=2. **b)** PI-FACS profiles and cell cycle distribution of Trim33-WT and Trim33-KO cells cultured under standard conditions; n=3. **c)** Immunoblotting analysis of p19/Nras and p19/Nras/Myc cells expressing shCtrl or shTrim33; n=3. **d)** DNA fiber assays in p19/Nras and p19/Nras/Myc cells expressing shCtrl or shTrim33; n = 3. 100 fibers were measured and significance was determined using Kruskal-Wallis test followed by Dunn's multiple comparison. Scale bar = 1  $\mu$ m. **e)** Immunoblotting analysis of Trim33, Myc and vinculin in U2OS Trim33-WT and two Trim33-KO cell lines, expressing a doxycycline-inducible Myc allele with or without doxycycline (dox) treatment. **f)** DNA

fiber assays in U2OS cells shown in E) with or without doxycycline treatment or during release from a 4h HU treatment; n=3. 100 fibers were measured. Significance was determined using Kruskal-Wallis test followed by Dunn's multiple comparison. **h)** Immunoblotting analysis of U2OS cells, expressing two Trim33 shRNAs with or without doxycycline (dox) treatment; n=2. **h)** DNA fiber assays in U2OS cells, expressing shCtrl or shTrim33, without or with doxycycline treatment, labelled with IdU/CldU for 40 min; n = 2. 100 fibers were measured. Significance was determined using Kruskal-Wallis test followed by Dunn's multiple comparison. **i)** Immunoblotting analysis in p19/Nras/Myc cells expressing shRNAs against Trim33 or a control shRNA; n=3. **j)** DNA fiber assays in Trim33-WT and Trim33-KO cells p19Nras cells during release from aphidicolin (Aph-rel) or etoposide (Etop-rel) treatment; n=3. 100 fibers were measured; significance was determined by Kruskal-Wallis test with Dunn's multiple comparison. **d,f,h,j)** Boxplots represent median±quartiles with whiskers ranging up to 1.5-fold of the interquartile range. Source data are provided as a Source Data file.

## Supplementary Figure 2

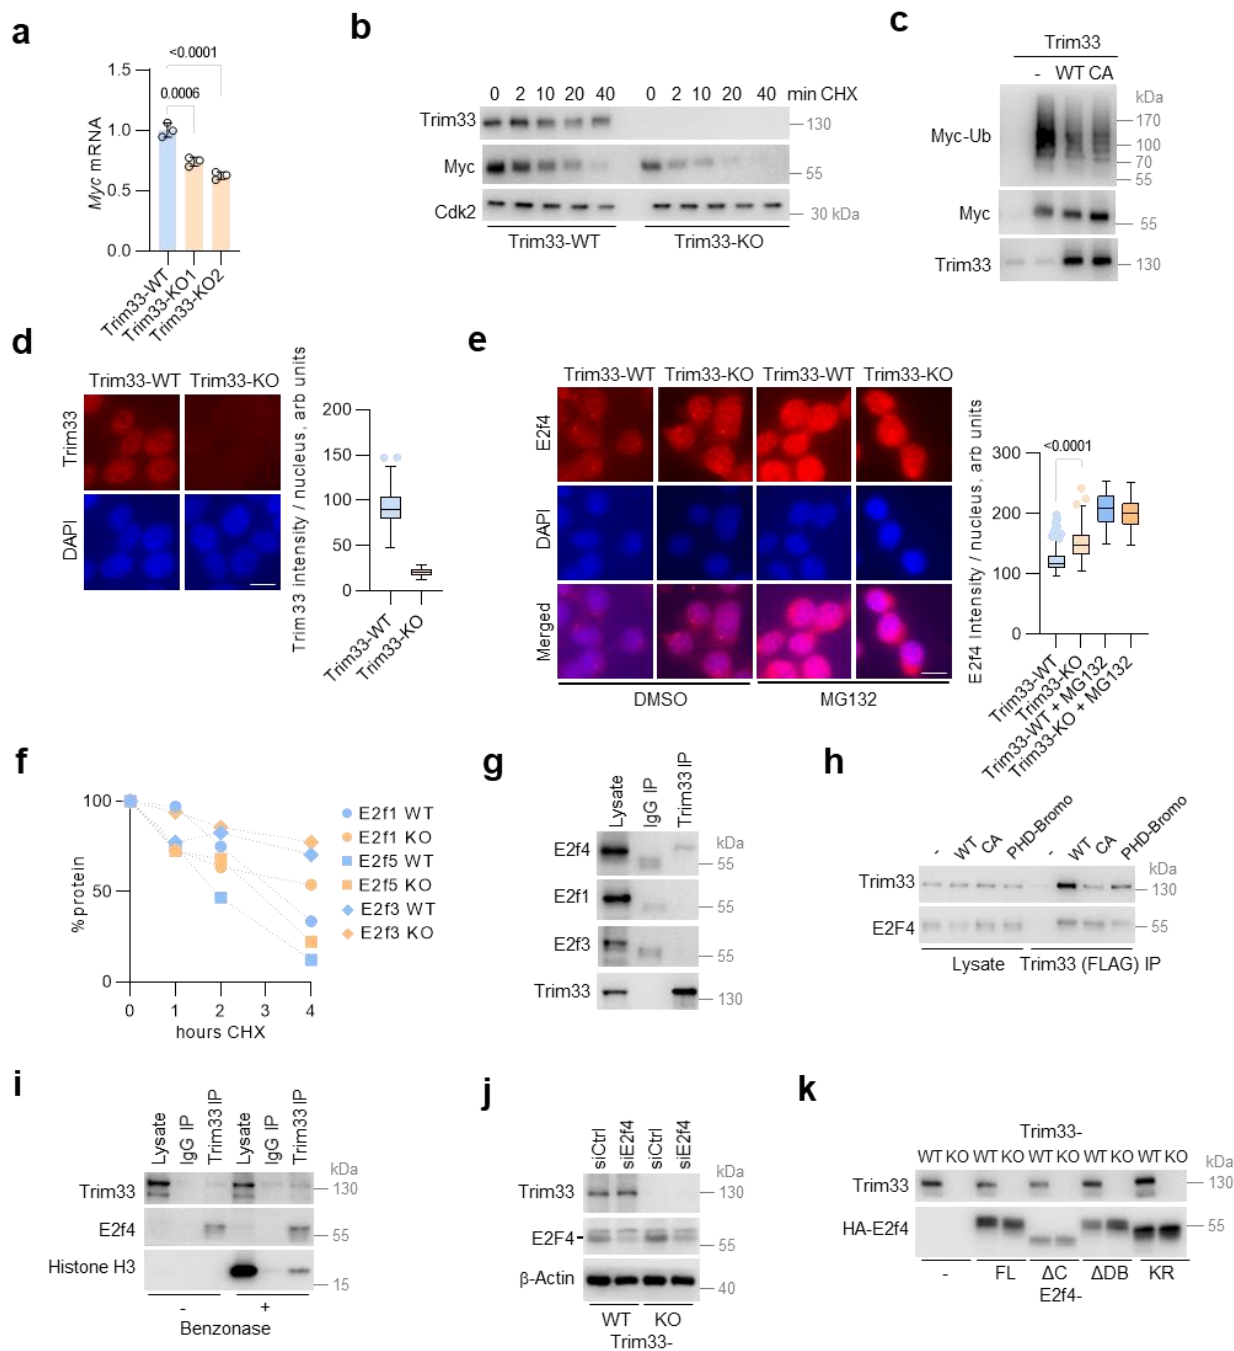

**Supplementary Figure 2. Deletion of Trim33 stabilizes E2f4.** **a)** qPCR analysis of Myc expression in p19/Nras Trim33-WT and Trim33-KO cells (mean of three technical replicates  $\pm$  SD); Significance was determined using one-way Anova followed by Dunnett's multiple comparison with the control sample. A representative of three independent experiments is shown ( $n=3$ ). **b)**

Cycloheximide chase assays in p19/Nras Trim33-WT and Trim33-KO cells; n=3. **c)** Ubiquitin pulldown assays in HeLa cells transfected with vectors encoding Myc, his-Ub and wildtype (WT) or catalytically inactive (CA) Trim33; n=2. **d)** Immunofluorescence analysis of p19/Nras Trim33-WT and Trim33-KO; n=3. Scale bar = 5  $\mu$ m. **e)** Immunofluorescence analysis of p19/Nras Trim33-WT and Trim33-KO cells treated with 10  $\mu$ M MG132 or DMSO control for 8 h; n=3. Scale bar = 5  $\mu$ m. Significance was determined using Kruskal-Wallis test followed by Dunn's multiple comparison. **f)** Quantification of cycloheximide chase assays in Trim33-WT and Trim33-KO p19/Nras with the indicated antibodies; n=2. **g)** Immunoprecipitation assays with Trim33 antibodies in U2OS cells; n=1. **h)** Immunoprecipitation assays in HeLa cells transfected with vectors for HA-tagged E2f4 and the indicated Flag-tagged Trim33 variants; n=2. **i)** Immunoprecipitation analysis with E2f4 antibodies  $\pm$  benzonase treatment of lysates of p19/Nras Trim33-WT cells; n=3. **j)** Immunoblotting analysis in p19/Nras Trim33-KO and Trim33-WT cells transfected with siRNA pool against E2f4 or control (siCtrl); n=3. **k)** Immunoblotting analysis of p19/Nras Trim33-WT and Trim33-KO cells expressing the indicated E2f4 variants; n=2. **d,e)** Boxplots represent median $\pm$ quartiles with whiskers ranging up to 1.5-fold of the interquartile range. Source data are provided as a Source Data file.

## Supplementary Figure 3

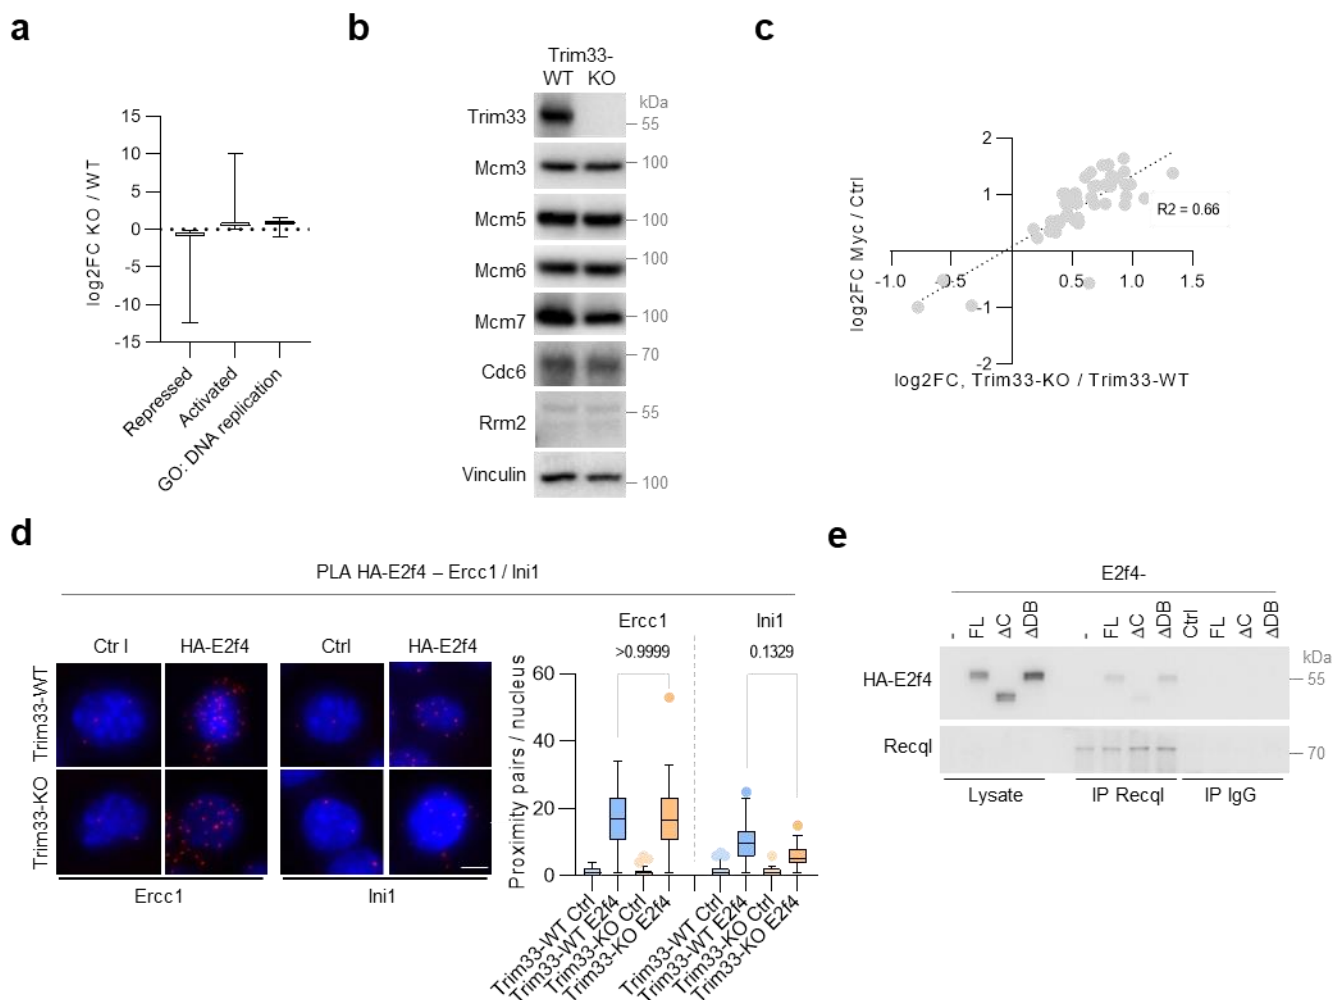

**Supplementary Figure 3. E2f4 target genes and interaction partners.** **a)** Median regulation of up- and downregulated genes in p19/Nras Trim33-KO cells relative to Trim33-WT cells. Boxplots represent median values  $\pm$  quartiles and whiskers range from maximum to minimum values for average regulation in two independent RNA-seq experiments. **b)** Immunoblotting analysis of lysates of p19/Nras Trim33-WT and Trim33-KO cells with the indicated antibodies;  $n=3$ . **c)** Regulation of replication-associated genes (GO:0006260) in p19/Nras Trim33-KO cells relative to Trim33-WT cells plotted versus regulation in p19/Nras Trim33-WT Myc-expressing cells relative to Ctrl vector-expressing cells. **d)** PLA analysis of E2f4 interaction with Ercc1 and Ini1 in p19/Nras Trim33-WT and Trim33-KO cells stably expressing HA-tagged E2f4 or a Ctrl vector;  $n=2$ . Scale bar=2  $\mu$ m. Significance was determined using Kruskal-Wallis test followed by Dunn's multiple comparison. 50 cells were analyzed per condition. Boxplots represent median  $\pm$  quartiles with whiskers ranging up to 1.5-fold of the interquartile range. **e)** Immunoprecipitation of endogenous

Recql from formaldehyde-crosslinked p19/Nras Trim33-KO cells, stably expressing the indicated HA-E2f4 proteins; n=2. Source data are provided as a Source Data file.

## Supplementary Figure 4

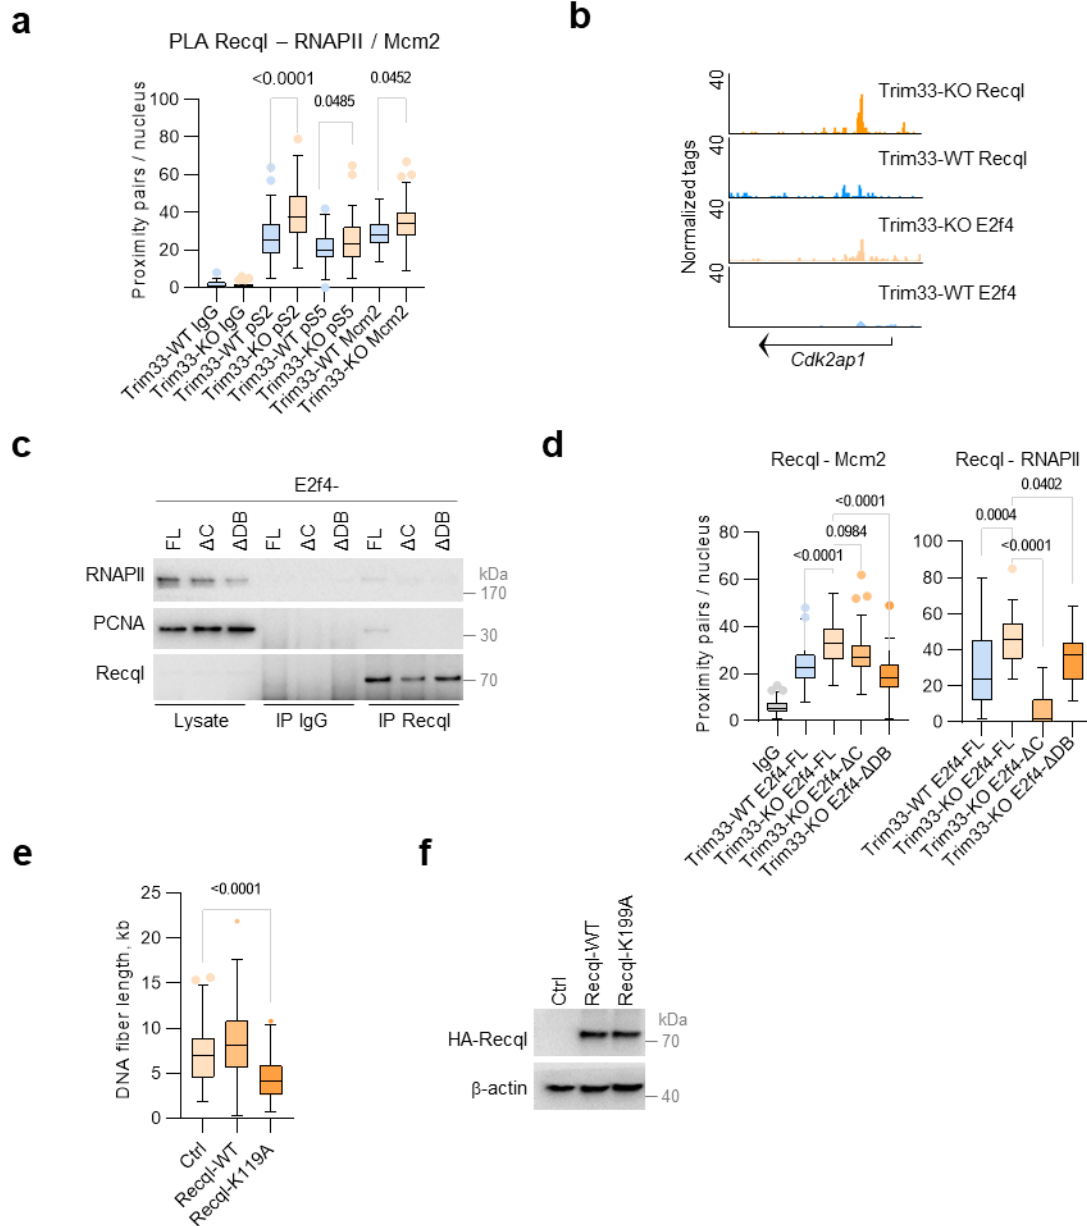

**Supplementary Figure 4. E2f4 promotes Recq1 binding to chromatin.** **a)** PLA assays in p19/Nras Trim33-WT and Trim33-KO cells with antibodies to Recq1 and pS5- or pS2-RNAPII, Mcm2 or a control IgG. From left,  $n = 44, 50, 50, 50, 50, 28, 50$  cells were analyzed using two-tailed, unpaired t-test independently for each antibody pair. **b)** Representative genome browser tracks of Cut&Run analysis of HA-Recq1 binding in Trim33-WT and Trim33-KO cells expressing HA-tagged Recq1 at an intergenic E2f4 binding site. Lower two tracks show E2f4 ChIP-seq. **c)** Immunoprecipitation analysis with Recq1 antibodies in p19/Nras Trim33-KO cells expressing E2f4-FL, E2f4-ΔC or E2f4-ΔDB;  $n=2$ . **d)** PLA assays with antibodies to Recq1 and Mcm2 (from

left, n = 109,148,70,100,141 cells) or RNAPII (from left, n = 47,42,50,45 cells) in Trim33-KO cells expressing the indicated E2f4 variants. Kruskal-Wallis test followed by Dunn's multiple comparison. **e)** DNA fiber assays in p19/Nras Trim33-KO cells expressing Recql-WT and Recql-K119A after release from HU treatment; n=2. Significance was determined using Kruskal-Wallis test followed by Dunn's multiple comparison. n = 100 fibers per group. **f)** Immunoblot documenting expression of Recql variants in p19/Nras Trim33-KO cells, used in e). **a,d,e)** Boxplots represent median $\pm$ quartiles with whiskers ranging up to 1.5-fold of the interquartile range. Source data are provided as a Source Data file.

## Supplementary Figure 5

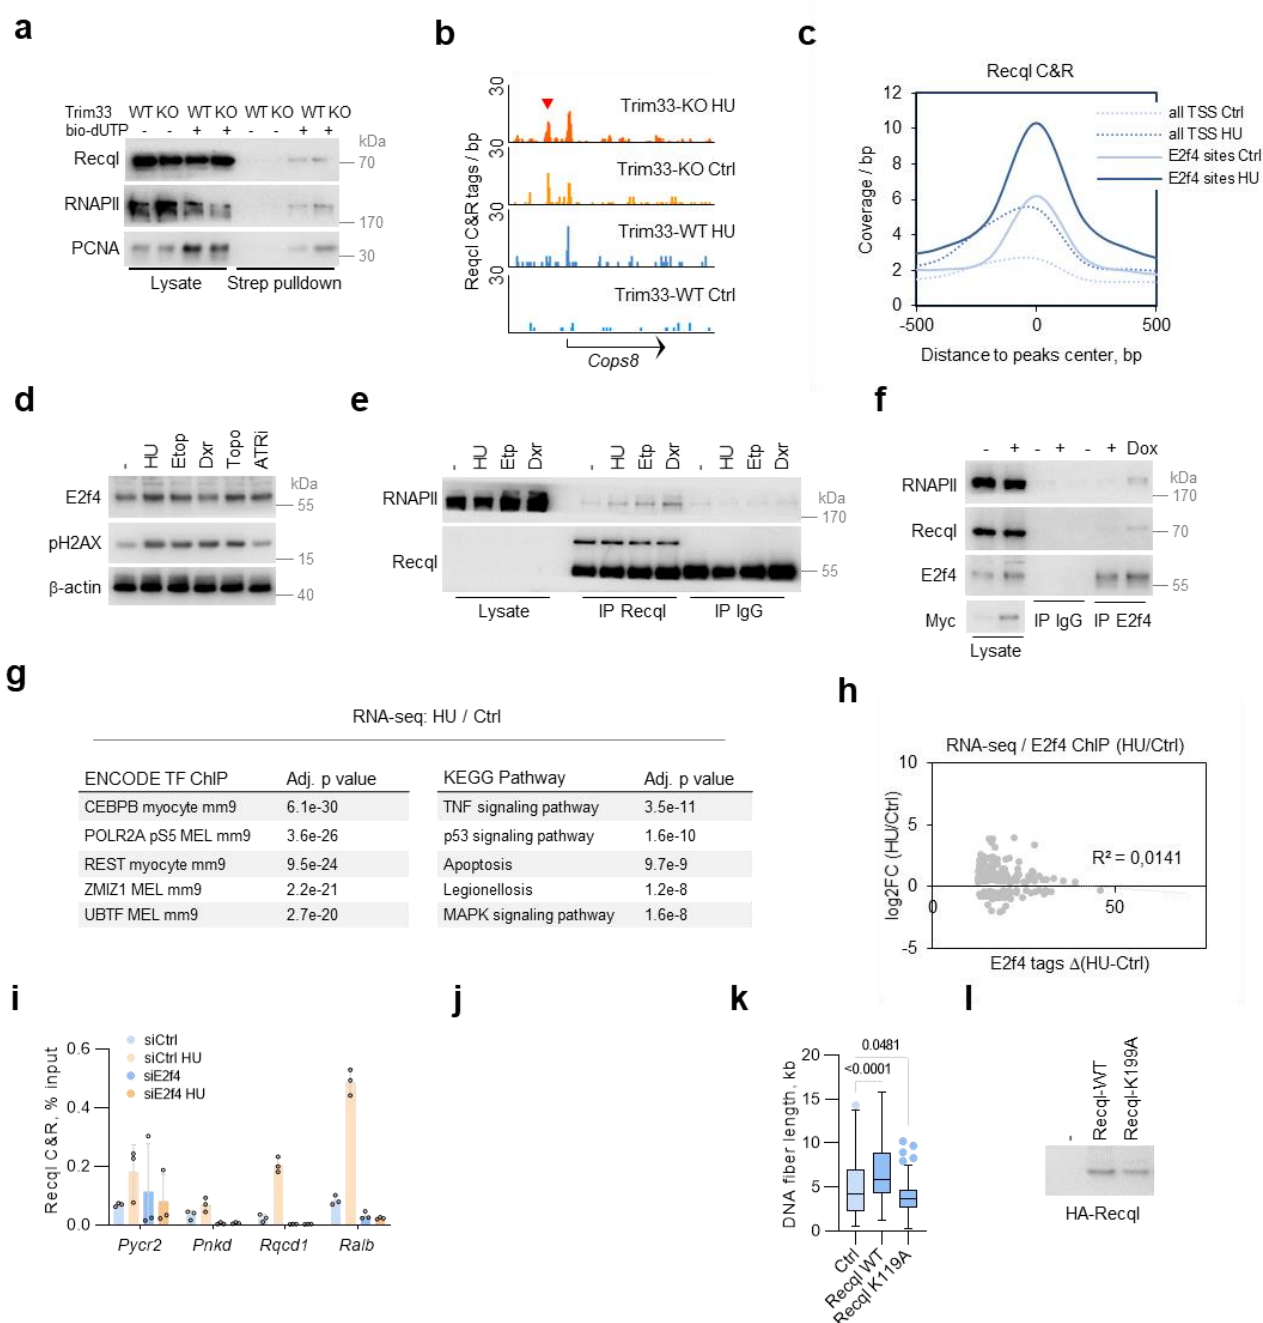

**Supplementary Figure 5. Replicative stress triggers Recql recruitment to chromatin.** **a)** Nascent chromatin capture assay in p19/Nras Trim33-WT and Trim33-KO cells following release from a 4hr HU treatment; n=2. **b)** Representative genome browser tracks for HA-Recql Cut&Run in p19/Nras Trim33-WT and Trim33-KO cells before and after exposure to HU showing selective recruitment of Recql to chromatin in Trim33-WT cells. The pointer indicates a peak, specific to Trim33-KO cells. **c)** Sequencing tag coverage for HA-Recql Cut&Run signal in p19/Nras Trim33-KO cells before and after exposure to HU at all TSS and at E2f4 sites. **d)** Immunoblotting analysis

of E2f4 levels following a 4hr treatment with different genotoxins in p19/Nras Trim33-WT cells. Etop – etoposide (5uM), Dxr – doxorubicin (5uM), ATRi - ATR inhibitor AZD6738 (10uM), Topo – topotecan (0.1uM); n=2. **e)** Immunoprecipitation of endogenous Recql in p19Nras Trim33-Wt cells treated with HU, Etoposide or doxorubicin; n=2. **f)** Immunoprecipitation of endogenous E2f4 in U2OS cells before and after induction of Myc with doxycycline; n=2. **g)** Gene set enrichment analysis of RNA-seq data from untreated and HU-treated (4hr) p19/Nras Trim33-WT cells (1170 genes at  $p \text{ adj} < 0.05$ , any  $\log_2\text{FC}$ ). The data were analysed using the Enrichr portal against the ENCODE TF and KEGG pathway datasets; top 5 enriched datasets are shown. **h)** Linear regression analysis of E2f4 binding (normalized tags) and mRNA expression changes ( $\log_2\text{FC}$ ) in HU-treated versus untreated p19/Nras Trim33-WT cells for 189 genes, which showed E2f4 recruitment after HU. **i)** Cut&Run-qPCR analysis of endogenous Recql in p19/Nras Trim33-WT and Trim33-KO cells transfected with siRNA against E2f4 or a control siRNA at the indicated TSS regions. Mean values of percent input and standard deviations are plotted for three technical replicates. **j)** DNA fiber assays in p19/Nras Trim33-WT, expressing indicated E2f4 variants, after release from HU treatment. 140 fibers were counted per condition; n = 2. These data are also shown in Figure 2J. **k)** DNA fiber assays in Trim33-WT cells expressing Recql-WT and Recql-K119A proteins, following release from a 4hr HU treatment. 100 fibers were counted per sample and the data were analyzed using Kruskal-Wallis test and Dunn's multiple comparison. **l)** Immunoblots documenting expression of Recql variants in p19/Nras Trim33-WT cells; n=3. **j,k)** Boxplots represent median $\pm$ quartiles with whiskers ranging up to 1.5-fold of the interquartile range. Source data are provided as a Source Data file.

## Supplementary Figure 6

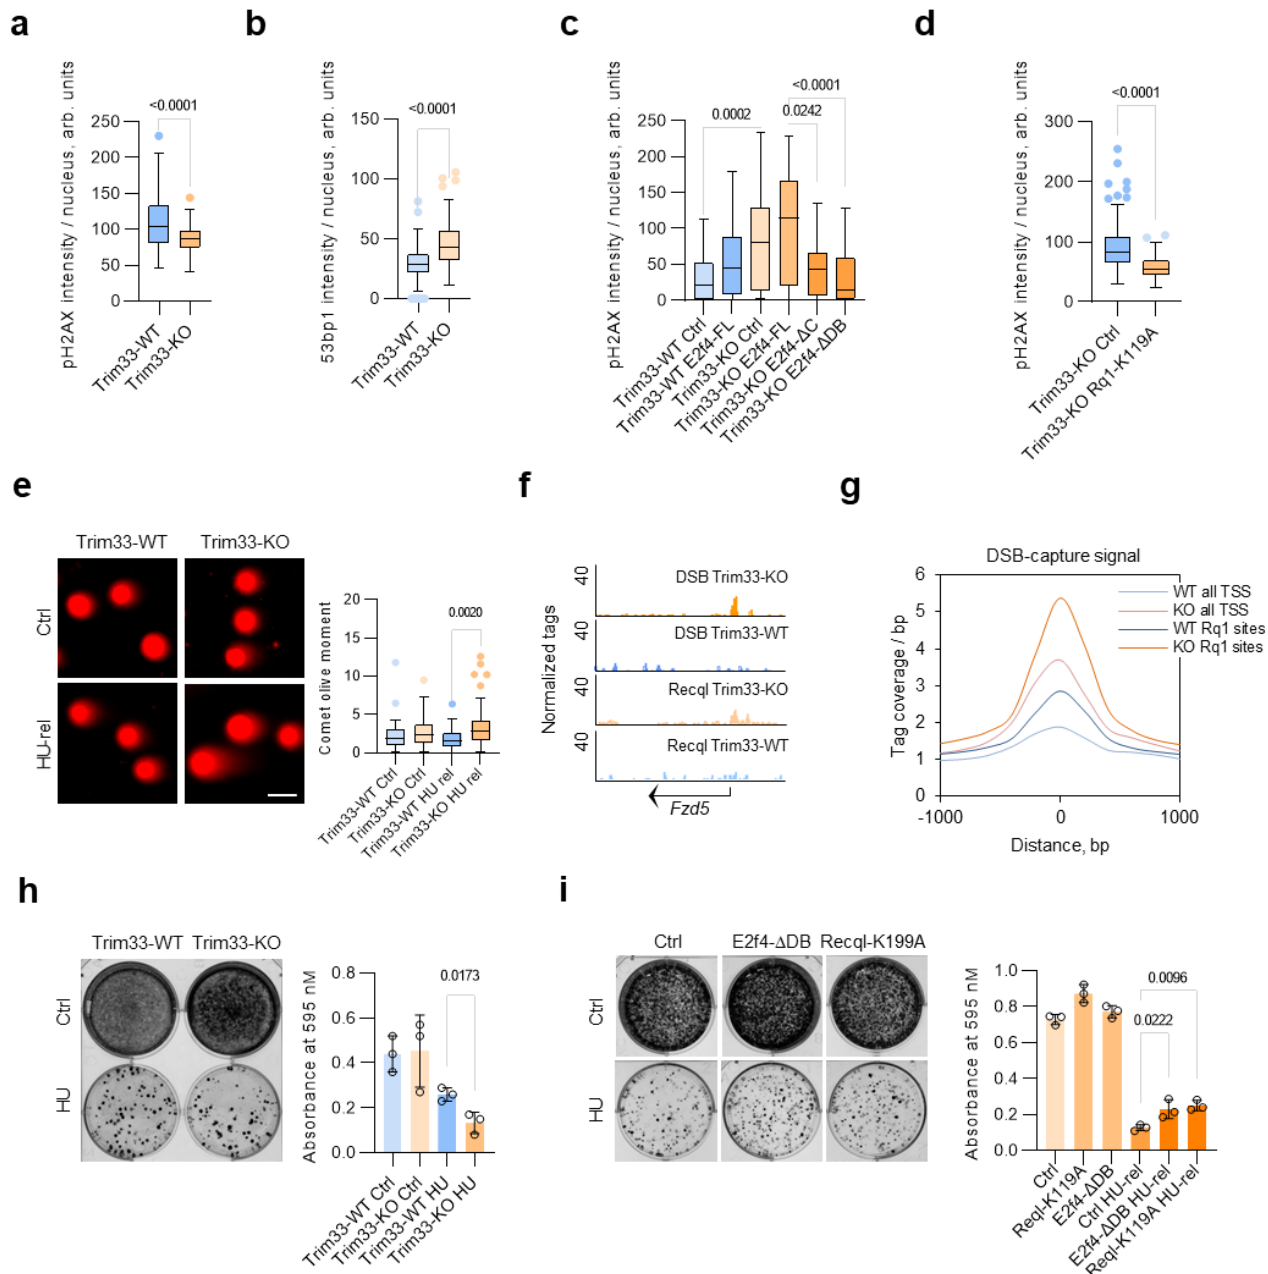

**Supplementary Figure 6. Deletion of Trim33 increases DNA damage during recovery from replicative stress.** **a)** Immunofluorescence staining with pH2AX antibody in unchallenged p19/Nras Trim33-WT and Trim33-KO cells,  $n=3$  experiments. From left,  $n = 123,118$  cells. Significance was determined with the non-parametric, two-tailed Mann-Whitney test. **b)** Quantification of total 53bp1 immunofluorescence signal in p19/Nras Trim33-WT and Trim33-KO cells cultured in the presence of 0.1 mM HU. From left,  $n = 231,228$  cells. Significance was determined with the non-parametric, two-tailed Mann-Whitney test. **c)** Immunofluorescence staining with pH2AX antibody in p19/Nras Trim33-WT and Trim33-KO cells expressing the

indicated E2f4 variants after 24h release from HU. From left, n = 51,54,51,53,54,49 cells. The data were analyzed by Kruskal-Wallis test and Dunn's multiple comparison. **d)** Immunofluorescence staining with pH2AX antibody in p19/Nras Trim33-KO cells expressing the Recql-K119A or a control vector at 24h after release from HU treatment; n=2. The data were analyzed with the non-parametric, two-tailed Mann-Whitney test. From left, n = 324,94 cells. **e)** Neutral comet assays in p19/Nras Trim33-WT and Trim33-KO cells transfected with the indicated siRNAs, untreated or release from a 24h HU treatment. Scale bar = 20  $\mu$ M. From left, n = 26,57,38,95 cells. Significance was determined as in c). **f)** Genome browser tracks for HA-Recql Cut&Run (+HU) and DSB capture at 24 hours post-HU in p19/Nras Trim33-WT and Trim33-KO cells. **g)** Sequencing tag coverage for DSB capture signal in Trim33-WT and Trim33-KO cells at all TSS and at Recql sites (Rq1) at 24 hours post HU treatment. **h)** Colony formation assays in untreated and HU-treated p19Nras Trim33-WT and Trim33-KO cells. Quantification of crystal violet staining of three biological replicates (mean $\pm$ SD). Significance was determined by an unpaired, two-tailed t test. **i)** Colony formation assays in untreated and HU-treated p19Nras Trim33-KO cells, expressing E2f4-dDB or Recql-K119A proteins. Quantification of crystal violet staining for three biological replicates (mean $\pm$ SD). Significance was determined using one-way Anova with Dunnett's multiple comparison with the Ctrl HU-rel sample. **a,b,c,d,e)** Boxplots represent median $\pm$ quartiles with whiskers ranging up to 1.5-fold of the interquartile range. Source data are provided as a Source Data file.

## Supplementary Figure 7

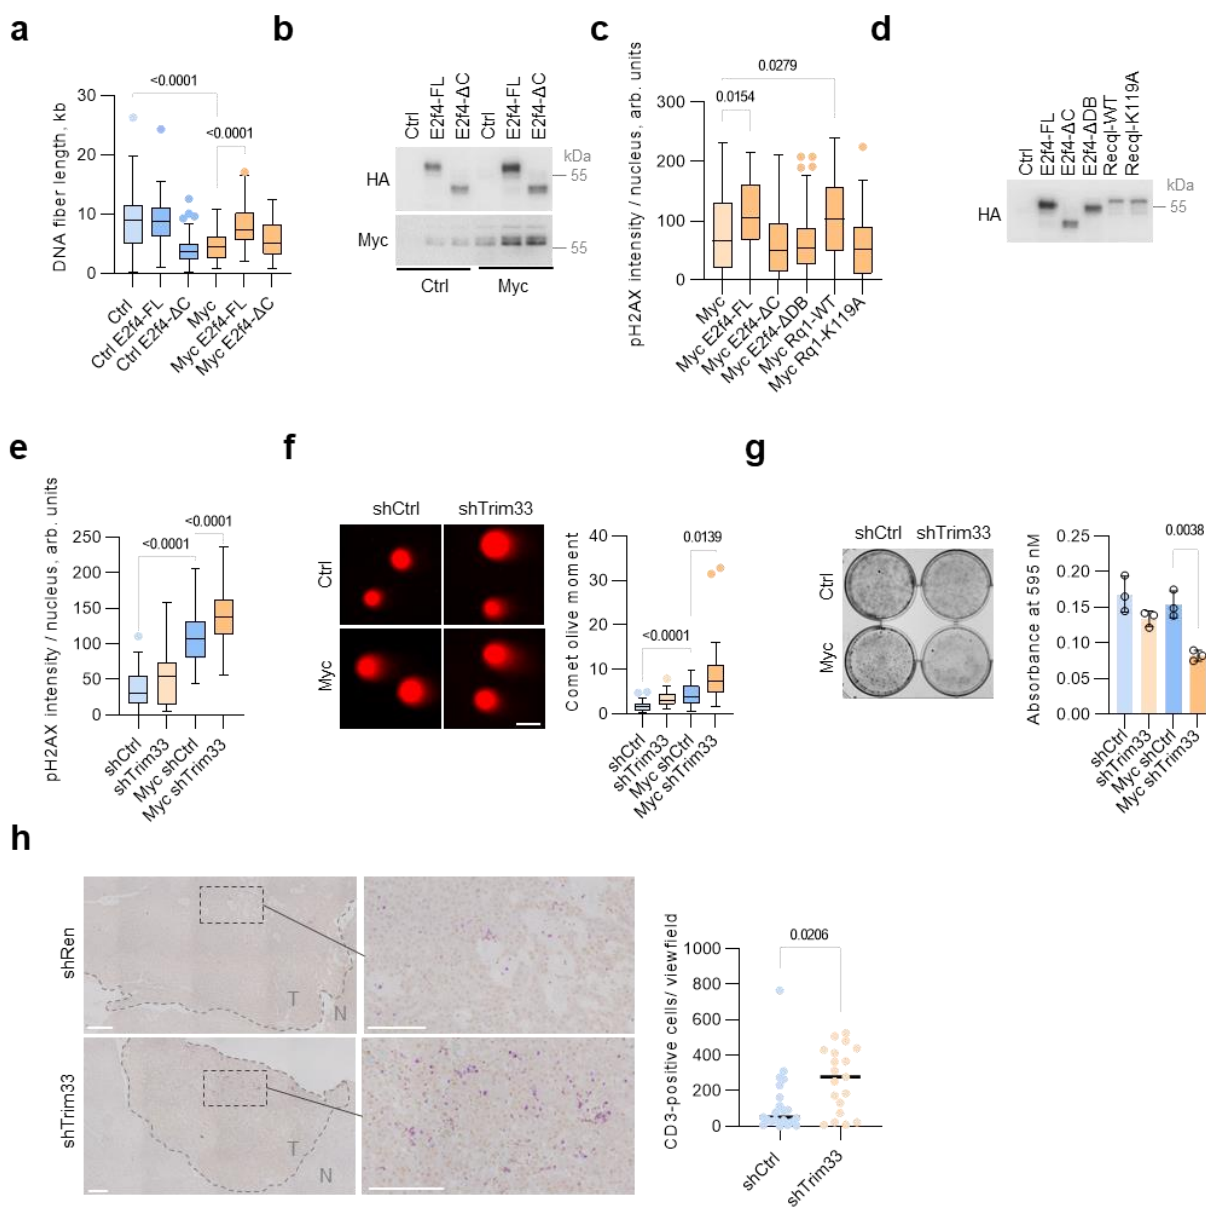

**Supplementary Figure 7. Deletion of Trim33 promotes Myc-induced DNA damage and delays liver tumorigenesis.** **a)** DNA fiber assays in p19KO/Nras and p19KO/Nras/Myc cells expressing the indicated E2f4 variants;  $n = 3$ . 100 fibers were measured; significance was determined using Kruskal-Wallis test and Dunn's multiple comparison. **b)** Immunoblotting analysis of p19/Nras and p19KO/Nras/Myc cells expressing the indicated E2f4 variants, shown in a). **c)** Immunofluorescence analysis with pH2AX antibodies in p19/Nras and p19/Nras/Myc cells expressing the indicated E2f4 and Recql variants. From left,  $n = 97,45,48,92,57,45$  cells. Significance was determined as in a). **d)** Immunoblotting analysis showing expression of E2f4 and Recql variants in cells shown in c). **e)** Immunofluorescence analysis with pH2AX antibodies in p19/Nras/Myc cells expressing shCtrl or shTrim33. From left,  $n = 86,24,179,132$  cells. The data

were analyzed as in a). **f)** Neutral comet assays in Trim33-WT and Trim33-KO cells untreated or released for 24h from HU treatment. Scale bar = 20  $\mu$ m. From left, n = 39,34,25,27 cells. The data were analyzed as in a). **g)** Colony formation assay in p19/Nras and p19/Nras/Myc cells, expressing shCtrl or shTrim33. Quantification of crystal violet staining of three biological replicates (mean $\pm$ SD). Significance was determined by Anova with Tukey's multiple comparison. **h)** Representative images of immunohistochemistry analysis with CD3 antibodies on FFPE sections of tumor-bearing livers;. Scale bar = 200  $\mu$ m. Quantification of CD3-positive cells per field of view in tumors expressing shTrim33 or shCtrl. Significance was determined by an unpaired, two-tailed t-test. **a,c,e,f)** Boxplots represent median $\pm$ quartiles with whiskers ranging up to 1.5-fold of the interquartile range. Source data are provided as a Source Data file.

## Supplementary Tables

**Supplementary Table 1. Antibodies used in the study**

| <b>Antigen</b>                              | <b>Vendor</b>  | <b>Catalogue number</b> |
|---------------------------------------------|----------------|-------------------------|
| Biotin                                      | Santa Cruz     | sc-101339               |
| BrdU (BU1/75 / ICR1)                        | Abcam          | ab6326l                 |
| BrdU (Bu20a)                                | Cell Signaling | 5292S                   |
| 53bp1                                       | Novus          | NB100-304SS             |
| beta Actin (AC-15)                          | Santa Cruz     | sc-69879                |
| Cdc6 (C42F7)                                | Cell Signaling | 3387                    |
| Cdk2 (D-12)                                 | Cell Signaling | sc-6248                 |
| pS824-Kap1                                  | Bethyl         | A300-767A               |
| pS317-Chk1                                  | Cell Signaling | 12302                   |
| pS4/8-Rpa2                                  | Bethyl         | a300-245A               |
| E2f4                                        | Proteintech    | 10923-1-AP              |
| Ercc1 (D-10)                                | Santa Cruz     | sc-17809                |
| Ini1 (A-5)                                  | Santa Cruz     | sc-166165               |
| Emerin (H-12)                               | Santa Cruz     | sc-25284                |
| FLAG (M2)                                   | Sigma          | F3165                   |
| Histone H3 (96C10)                          | Cell Signaling | 3638P                   |
| Histone H4 (L64C1)                          | Cell Signaling | 2935P                   |
| HA-Tag (6E2)                                | Cell Signaling | 2367S                   |
| HA-Tag (C29F4)                              | Cell Signaling | 3724S                   |
| mouse (G3A1) mAb IgG1<br>Isotype Control    | Cell Signaling | 5415                    |
| rabbit (DA1E) mAb IgG XP<br>Isotype Control | Cell Signaling | 3900                    |

|                                       |                |           |
|---------------------------------------|----------------|-----------|
| mouse IgG, Alexa Fluor 488 Conjugate  | Cell Signaling | 4408      |
| mouse IgG, Alexa Fluor 555 Conjugate  | Cell Signaling | 4409      |
| rabbit IgG, Alexa Fluor 488 Conjugate | Cell Signaling | 4412      |
| rabbit IgG, Alexa Fluor 555 Conjugate | Cell Signaling | 4413      |
| rat IgG, Alexa Fluor 488 Conjugate    | Cell Signaling | 4416      |
| Mcm2 (D7G11)                          | Cell Signaling | 3619      |
| Mcm3 (E-8)                            | Santa Cruz     | sc-390480 |
| Mcm5                                  | Abcam          | ab17967   |
| Mcm6 (H-8)                            | Santa Cruz     | sc-393618 |
| Mcm7                                  | Bethyl         | A302-585A |
| mouse IgG, HRP conjugate              | Cell Signaling | 7076      |
| rabbit IgG, HRP conjugate             | Cell Signaling | 7074      |
| c-Myc (C-33)                          | Santa Cruz     | sc-42     |
| c-Myc (D3N8F)                         | Cell Signaling | 13987     |
| c-Myc (Y69)                           | Abcam          | ab32072   |
| pS139-H2AX (20E3)                     | Cell Signaling | 9718      |
| pH2AX (ser139)                        | Santa Cruz     | sc-517348 |
| PCNA (PC-10)                          | Santa Cruz     | sc-56     |
| Recql                                 | Bethyl         | A300-447  |
| Recql                                 | Invitrogen     | PA5-27100 |
| Recql                                 | Abcam          | ab151501  |
| Recql (A-9)                           | Santa Cruz     | sc-166388 |

|                    |                |             |
|--------------------|----------------|-------------|
| Rrm2 (A-5)         | Santa Cruz     | sc-398294   |
| RNAPII (D8L4Y)     | Cell Signaling | 14958       |
| pS2-RNAPII         | Abcam          | ab5095      |
| pS5-RNAPII (D9N5I) | Cell Signaling | 13523       |
| Trim33             | Sigma          | HPA004345   |
| Trim33 (6D1)       | Sigma          | WH0051592M1 |
| Vinculin (V824)    | Sigma          | SAB4200080  |
| GST Tag            | Bethyl         | A190-122A   |
| E2f4 (GG22-2A6)    | Merck          | 05-312      |

**Supplementary Table 2. Oligonucleotides used in the study**

| Name            | Sequence                                                                       |
|-----------------|--------------------------------------------------------------------------------|
| shmTrim33_1 for | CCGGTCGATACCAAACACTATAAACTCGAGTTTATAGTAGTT<br>TGGTATCGATTTTTG                  |
| shmTrim33_1 rev | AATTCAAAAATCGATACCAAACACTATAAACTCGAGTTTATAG<br>TAGTTTGGTATCGA                  |
| shmTrim33_2 for | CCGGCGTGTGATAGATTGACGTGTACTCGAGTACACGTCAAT<br>CTATCACACGTTTTTG                 |
| shmTrim33_2 rev | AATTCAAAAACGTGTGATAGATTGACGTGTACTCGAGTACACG<br>TCAATCTATCACACG                 |
| TRIM33 sh1 f    | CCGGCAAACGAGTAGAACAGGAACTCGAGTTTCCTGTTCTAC<br>TCGTTTGTTTTG                     |
| TRIM33 sh1 r    | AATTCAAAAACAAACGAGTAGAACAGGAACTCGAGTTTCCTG<br>TTCTACTCGTTTG                    |
| TRIM33 sh2 f    | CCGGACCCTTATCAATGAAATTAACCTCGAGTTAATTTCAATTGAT<br>AAGGGTTTTTTG                 |
| TRIM33 sh2 r    | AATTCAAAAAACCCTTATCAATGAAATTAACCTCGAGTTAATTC<br>ATTGATAAGGGT                   |
| E2f4-FL for     | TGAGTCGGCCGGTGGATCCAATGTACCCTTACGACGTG                                         |
| E2f4-FL rev     | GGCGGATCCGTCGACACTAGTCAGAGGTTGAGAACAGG                                         |
| E2f4-ΔC for     | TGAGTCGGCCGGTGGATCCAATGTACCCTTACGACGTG                                         |
| E2f4-ΔC rev     | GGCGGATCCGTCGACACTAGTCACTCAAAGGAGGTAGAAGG<br>GTTG                              |
| E2f4-ΔDB for    | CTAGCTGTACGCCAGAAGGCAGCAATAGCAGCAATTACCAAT<br>GTTTTGGAAG                       |
| E2f4-ΔDB rev    | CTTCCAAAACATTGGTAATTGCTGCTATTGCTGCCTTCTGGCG<br>TACAGCTAG                       |
| E2f4-KR for     | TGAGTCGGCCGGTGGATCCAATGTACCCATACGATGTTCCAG<br>ATTACGCTGCAGAGGCAGGACCGCAAGCT    |
| E2f4-KR Rev     | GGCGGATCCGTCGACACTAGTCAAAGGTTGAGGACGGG                                         |
| Recql-WT for    | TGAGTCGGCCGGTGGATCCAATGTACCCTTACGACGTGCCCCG<br>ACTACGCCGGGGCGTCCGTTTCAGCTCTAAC |

|                      |                                                                 |
|----------------------|-----------------------------------------------------------------|
| Recql-WT rev         | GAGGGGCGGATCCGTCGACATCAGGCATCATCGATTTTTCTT<br>TTC               |
| Recql-K119A for      | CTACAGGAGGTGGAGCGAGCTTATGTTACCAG                                |
| Recql-K119A rev      | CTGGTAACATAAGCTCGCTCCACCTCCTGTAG                                |
| sgTrim33_1 for       | CACCGTAGCGCGCCGGTAACCGCCG                                       |
| sgTrim33_1 rev       | AAACCGGCGGTTACCGGCGCGCTAC                                       |
| sgTrim33_2 for       | CACCGTCCACCAGCACCGCGGCGAG                                       |
| sgTrim33_2 rev       | AAACCTCGCCGCGGTGCTGGTGGAC                                       |
| sgTrim33_3 f         | CACCGTCTCGCCGCGGTGCTGGTGG                                       |
| sgTrim33_3 r         | AAACCCACCAGCACCGCGGCGAGAC                                       |
| TRIM33 ED887AA f     | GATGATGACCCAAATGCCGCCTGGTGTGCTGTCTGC                            |
| TRIM33 ED887AA r     | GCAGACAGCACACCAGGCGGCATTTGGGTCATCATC                            |
| TRIM33 FN1038AA f    | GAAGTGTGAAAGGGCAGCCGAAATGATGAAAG                                |
| TRIM33 FN1038AA r    | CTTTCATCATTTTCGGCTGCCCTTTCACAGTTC                               |
| E2f4 pGEX4t3 f       | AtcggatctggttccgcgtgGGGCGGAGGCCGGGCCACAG                        |
| E2f4 pGEX4t3 FL f    | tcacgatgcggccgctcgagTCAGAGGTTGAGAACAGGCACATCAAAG<br>AGGTCAC     |
| E2f4 pGEX4t3 1-105 r | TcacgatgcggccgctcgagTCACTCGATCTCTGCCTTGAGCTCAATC<br>AGTTTGTCAGC |
| E2f4 pGEX4t3 300-C f | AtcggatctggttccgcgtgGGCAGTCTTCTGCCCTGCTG                        |
| E2f4 90-200 f        | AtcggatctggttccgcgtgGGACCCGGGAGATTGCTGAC                        |
| E2f4 90-200 r        | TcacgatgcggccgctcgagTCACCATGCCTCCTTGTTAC                        |

# Supplementary material for: Trim33 masks a non-transcriptional function of E2f4 in replication fork progression
**Source:** Nat Commun. 2023 Aug 23;14:5143. doi: 10.1038/s41467-023-40847-0
**Supplement:** Supplementary file 3 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- |                                     |                                     |                                                                                                                                                                                                                                                            |
|-------------------------------------|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | A description of all covariates tested                                                                                                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                           |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Orbitrap Fusion Tribrid mass spectrometer (Thermo Xcalibur Xcalibur 4.1); BD LSR Fortessa (BD FACSDiva 8.0); Illumina Nextseq 500 sequencer (NextSeq Control Software v2) |
| Data analysis   | NGS data: STAR (version 2.5.4), EdgeR (version 3.26.8), Homer (version 4.10.3)<br>Mass spectrometry data: MaxQuant (version 1.6.17.0), Perseus (version 1.6.14.0)         |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

All primary data are available from the corresponding author. The sequencing data have been deposited at the GEO database (accession GSE217524, <https://>

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

Reporting on sex and gender

Population characteristics

Recruitment

Ethics oversight

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

Data exclusions

Replication

Randomization

Blinding

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> ChIP-seq       |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies used

Immunoblotting (dilution 1:1000 for all primary antibodies and 1:5000 for secondary antibodies)

Histone H4 (L64C1), Cell Signaling 2935.  
 Vinculin (V824), Sigma SAB4200080.  
 beta-Actin (AC-15), Santa Cruz sc-69879.  
 Cdc6 (C42F7), Cell Signaling 3387.  
 Mcm3 (E-8), Santa Cruz sc-390480.  
 Mcm5. Abcam ab17967.  
 Mcm6 (H-8), Santa Cruz sc-393618.  
 Mcm7, Bethyl A302-585A.  
 c-Myc (D3N8F), Cell Signaling 13987.  
 Emerin (H-12), Santa Cruz sc-25284.  
 pS824-Kap1, Bethyl A300-767A.  
 pS317-Chk1, Cell Signaling 12302.  
 pS4/8-Rpa2, Bethyl a300-245A.  
 RNAPII (D8L4Y), Cell Signaling 14958.  
 pS2-RNAPII Abcam ab5095.  
 pS5-RNAPII (D9N5I), Cell Signaling 13523.  
 Rrm2 (A-5) Santa Cruz sc-398294.  
 Ercc1 (D-10), Santa Cruz sc-17809.  
 Ini1 (A-5), Santa Cruz sc-166165.  
 GST Tag, Bethyl A190-122A.  
 anti-rabbit IgG HRP conjugate. Cell Signaling 7074.  
 anti-mouse IgG, HRP conjugate. Cell Signaling 7076.

Immunofluorescence and PLA (dilution 1:100 for all antibodies)

E2f4, Proteintech 10923-1-AP.  
 Biotin, Santa Cruz sc-101339.  
 Trim33, Sigma HPA004345.  
 Recql, Bethyl A300-447.  
 Recql (A-9), Santa Cruz sc-166388.  
 Mcm2 (D7G11), Cell Signaling 3619.  
 PCNA (PC-10), Santa Cruz sc-56.  
 53bp1, Novus NB100-304.  
 pS2-RNAPII, Abcam ab5095.  
 RNAPII (D8L4Y), Cell Signaling 14958.  
 pS139-H2AX (20E3), Cell Signaling 9718.  
 pH2AX (ser139), Santa Cruz sc-517348.

Immunohistochemistry

Trim33, Sigma HPA004345; dilution 1:50.  
 pS139-H2AX (20E3), Cell Signaling 9718; dilution 1:100.  
 CD3 (SP7), Thermo Scientific RM-9107; dilution 1:100.

Immunoprecipitation, 1-2ug antibody / sample

E2f4 (GG22-2A6), Sigma 05-312.  
 E2f4, Proteintech 10923-1-AP.  
 FLAG (M2), Sigma F3165.  
 Recql, Abcam ab151501.  
 Recql, Invitrogen PA5-27100.  
 Trim33 (6D1), Sigma WH0051592M1.

ChIP and CUT&RUN, 2-5 ug antibody / sample

E2f4, Proteintech 10923-1-AP.  
 HA tag (6E2), Cell Signaling 2367.  
 Recql, Abcam ab151501.

## Validation

Histone H4 (L64C1), Cell Signaling 2935. Supplier validation: "REACTIVITY - H M R Mk; Application - Western Blotting".  
 Vinculin (V824), Sigma SAB4200080. Supplier validation: "species reactivity - rabbit, chicken, human, rat, monkey, mouse, canine; technique(s) - immunocytochemistry, immunoprecipitation (IP): suitable, western blot: 0.005-0.01 µg/mL".  
 b-Actin (AC-15), Santa Cruz sc-69879. Supplier validation: "is recommended for detection of b-Actin of broad species origin by Western Blotting".  
 Cdc6 (C42F7) Cell Signaling 3387. Supplier validation: "REACTIVITY - H M R Hm Mk; Application - Western Blotting".  
 Mcm3 (E-8), Santa Cruz sc-390480. Supplier validation: "is recommended for detection of MCM3 of mouse, rat and human origin by Western Blotting".  
 Mcm5. Abcam ab17967. Supplier validation: "Suitable for: WB, IHC-P; Reacts with: Human".  
 Mcm6 (H-8), Santa Cruz sc-393618. Supplier validation: "is recommended for detection of MCM6 of mouse, rat and human origin by Western Blotting".  
 GST Tag, Bethyl A190-122A. Supplier validation: "Applications - Western Blot (WB); Species reactivity - Tag".  
 CD3 (SP7), Thermo Scientific RM-9107. Supplier validation: "Application - Immunohistochemistry". Species validation by the CMCP facility, Pathological Institute, University Hospital Heidelberg.  
 Mcm7, Bethyl A302-585A. Supplier validation: "Applications - Western Blot; Species Reactivity - Human".  
 c-Myc (D3N8F), Cell Signaling 13987. Supplier validation: "REACTIVITY H M R Mk; Application - Western Blotting".

Emerin (H-12), Santa Cruz sc-25284. Supplier validation: "is recommended for detection of emerin of human origin by Western Blotting".

pH2AX (ser139), Santa Cruz sc-517348. Supplier validation: "Recommended for detection of Ser 139 phosphorylated Histone H2A.X of mouse, rat and human origin by Western Blotting, immunoprecipitation, immunofluorescence)".

pS139-H2AX (20E3), Cell Signaling 9718. Supplier validation: "REACTIVITY - H M R Mk; Application - Western Blotting, Immunohistochemistry, Immunofluorescence)".

pS824-Kap1, Bethyl A300-767A. Supplier validation: "Species Reactivity - Human, Mouse; Applications - Western Blot (WB)".

pS317-Chk1, Cell Signaling 12302. Supplier validation: "REACTIVITY - H M Mk; Application - Western Blotting".

pS4/8-Rpa2, Bethyl a300-245A. Supplier validation: "Application - WB, IP, IHC, ICC-IF; Species reactivity - human, mouse".

RNAPII (D8L4Y), Cell Signaling 14958. Supplier validation: "REACTIVITY H M R Mk; Application - Western Blotting, Chromatin IP, Chromatin IP-seq".

pS2-RNAPII, Abcam ab5095. Supplier validation: "Suitable for: ELISA, WB, IHC-P, ICC/IF; Reacts with: Mouse, Rat, Human, Saccharomyces cerevisiae".

pS5-RNAPII (D9N5I), Cell Signaling 13523. Supplier validation: "REACTIVITY H M R Mk; Application - Western Blotting, Immunoprecipitation, Chromatin IP, Chromatin IP-seq, CUT&RUN".

Rrm2 (A-5) Santa Cruz sc-398294. Supplier validation: "is recommended for detection of R2 of mouse, rat und human origin by WB, IP, IF, IHC(P) and ELISA".

Ercc1 (D-10), Santa Cruz sc-17809. Supplier validation: "is recommended for detection of ERCC1 of mouse, rat and human origin by Western Blotting, immunofluorescence".

Ini1 (A-5), Santa Cruz sc-166165 is recommended for detection of Ini1 of mouse, rat and human origin by Western Blotting, immunoprecipitation, immunofluorescence".

E2f4, Proteintech 10923-1-AP. Supplier validation: "Reactivity - human, mouse, rat. Applications - WB, IP, IHC, ChIP, ELISA".

Trim33 Sigma HPA004345. Supplier validation: "technique(s) - immunoblotting, immunofluorescence, immunohistochemistry". In lab species validation using knockout cells in IF, IHC and IB".

Recql, Bethyl A300-447. Supplier validation: "Species Reactivity - Human, Mouse; Applications: Western Blot (WB), Immunoprecipitation (IP), Immunohistochemistry (IHC)".

Recql (A-9), Santa Cruz sc-166388. Supplier validation: "RecQL1 (A-9) is recommended for detection of RecQL1 of mouse, rat and human origin by Western Blotting, immunoprecipitation, immunofluorescence".

Mcm2 (D7G11), Cell Signaling 3619. REACTIVITY H M R Mk; Application - Western Blotting, Immunofluorescence (Immunocytochemistry)".

PCNA (PC-10), Santa Cruz sc-56. Supplier validation: "is recommended for detection of PCNA of mouse, rat, human, insect and S. pombe origin by Western Blotting, immunoprecipitation, immunofluorescence".

53bp1, Novus NB100-304. Supplier validation: "Reactivity - Hu, Mu, etc.; Applications - WB, ChIP, Flow, Flow-IC, IB, ICC/IF".

E2f4 (GG22-2A6), Sigma 05-312. Supplier validation: "species reactivity - rat, mouse, human; technique(s) - ChIP: suitable (ChIP-seq) immunoprecipitation (IP): suitable, western blot: suitable".

FLAG (M2), Sigma F3165. Supplier validation: "species reactivity - all; technique(s) western blot".

Recql, Abcam ab151501. Supplier validation: "Suitable for: WB, IHC-P, IP; Reacts with: Mouse, Human".

Recql, Invitrogen PA5-27100. Supplier validation: "Applications - Western Blot (WB), Immunoprecipitation (IP) Immunocytochemistry (ICC/IF); Species Reactivity - Human, Mouse".

Trim33 (6D1). Sigma WH0051592M1. Supplier validation: "technique(s) - indirect immunofluorescence: suitable, western blot: 1-5 µg/mL; species reactivity - human". Validated in the lab for IP and WB using murine knockout cells.

HA tag (6E2). Cell Signaling 2367. Supplier validation: "REACTIVITY - All; Application Western Blotting, Immunohistochemistry, Immunofluorescence, Flow Cytometry (Fixed/Permeabilized)".

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

|                                                                   |                                                                                                                                                                                                                                                                                                                      |
|-------------------------------------------------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                               | p19KO/Nras, p19KO/Nras/Myc- provided by Dr. Daniel Dauch (University Hospital Tübingen); not available commercially. LentiX (HEK293T) - provided by Michael Hudecek (University Hospital Würzburg); available from Takara Bio. HeLa, U2OS - provided by Martin Eilers (University of Würzburg); available from ATCC. |
| Authentication                                                    | HeLa and U2OS cells were authenticated by STR typing. The other cell lines were not authenticated.                                                                                                                                                                                                                   |
| Mycoplasma contamination                                          | All cell lines tested negative for mycoplasma contamination                                                                                                                                                                                                                                                          |
| Commonly misidentified lines (See <a href="#">ICLAC</a> register) | No commonly misidentified cell lines were used                                                                                                                                                                                                                                                                       |

## Animals and other research organisms

Policy information about [studies involving animals; ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                              |
|-------------------------|--------------------------------------------------------------|
| Laboratory animals      | Mus musculus, C57Bl6/J, 4-6 weeks of age.                    |
| Wild animals            | No wild animals were used in the study.                      |
| Reporting on sex        | Equal number of male and female animals were used per group. |
| Field-collected samples | No field-collected samples were used in the study.           |

Ethics oversight

Regional government of Tübingen (approval nr. M09/20G)

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## ChIP-seq

### Data deposition

☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).

☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

Data access links

*May remain private before publication.*

GEO portal, GSE217524 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE217524>)

Files in database submission

Trim33KO\_E2f4.bedGraph.gz, Trim33KO\_E2f4.fastq.gz, Trim33KO\_input.bedGraph.gz, Trim33KO\_input.fastq.gz, Trim33WT\_E2f4.bedGraph.gz, Trim33WT\_E2f4.fastq.gz, Trim33WT\_input.bedGraph.gz, Trim33WT\_input.fastq.gz

Genome browser session  
(e.g. [UCSC](#))

The bedGraph files are provided for visualization using a genome browser

### Methodology

Replicates

Single replicate per sample

Sequencing depth

at least 60 million reads per sample

Antibodies

E2f4 (Proteintech, 10923-1-AP)

Peak calling parameters

Reads were mapped using STAR; bedgraph files were generated using Homer; peaks were called using Homer's FindPeaks command with default parameters

Data quality

FastQC was used to assess quality of ChIP-seq reads. Peak calling using Homer FindPeaks yielded 237 peaks in Trim33-WT cells and 2269 peaks in Trim33-KO cells

Software

STAR (version 2.5.4)  
Homer (version 4.10.3)

## Flow Cytometry

### Plots

Confirm that:

☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).

☐ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).

☒ All plots are contour plots with outliers or pseudocolor plots.

☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

Sample preparation

Cells were collected by trypsinization, fixed with ethanol and stained with propidium iodide

Instrument

BD LSR Fortessa

Software

BD FACSDiva v8.0, Flowing v2.5.1

Cell population abundance

No cell sorting was performed

Gating strategy

Samples were gated based on FSC/SSC to exclude debris before measuring the distribution of PI-positive cells

☐ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

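Gene expression was measured by RNA-seq in a pair of experiments on p19/Nras mouse liver cancer cells. The Myc experiment has Trim33-WT, Trim33-KO1 and Trim33-KO2 cells with a Ctrl or a Myc vector, and the HU experiment has untreated and HU-treated Trim33-WT and Trim33-KO cells. Conditions were taken from the sample labels and column names, and never from the values. The authors mapped the reads to mm9 with STAR and deposited tables of counts, whole numbers of reads per gene, without a normalization that could be detected, although the name of the table of the Myc experiment calls its values normalized. The tool and annotation used for counting are not named in the paper's text. For 8 comparisons the authors also deposited the results of their own edgeR tests: the log2 fold change, the average log2 CPM (counts scaled to the library total), the score of the quasi-likelihood test (its F statistic), the p-value and the adjusted p-value. These deposited results were used only for comparison, of the numbers of called genes and of the medians of their log2 fold changes.

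The counts were analysed with edgeR 4.0.16 and limma 3.58.1 under R 4.3.3, and the alternative test used DESeq2 1.42.0. Each experiment was fitted alone, with TMM normalization, 1 coefficient per group and the quasi-likelihood test, and p-values were adjusted by the method of Benjamini and Hochberg over all genes tested. The threshold on the adjusted p-value was 0.01 for comparisons of KO with WT and of Myc with Ctrl, and 0.05 for comparisons of HU with untreated cells. The filter filterByExpr removed 0 genes, leaving 13107 and 11210. Of these, 298 and 168 carry no gene symbol and were tested but belong to no list. Total counts ranged from 14753177 to 17949430 in the Myc experiment and from 2315327 to 3082202 in the HU experiment, and the 10 genes with most counts took from 3.87% to 5.14% and from 4.76% to 6.15% of them. The prior degrees of freedom of the fits were 9.88 and 58.5. The procedure was tested on simulated data with known changes. It recovered 99.5% of the genes given an absolute log2FC of 1 in the Myc experiment and 73% in the HU experiment. All genes given a change had a mean above 5 CPM.

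Gene lists for DNA replication, mismatch repair, cell cycle, E2f/DREAM targets, p53 targets, TNF signaling, C/EBP targets, REST targets, cholesterol synthesis, interferon response and hepatocyte markers were written by hand, since the libraries behind the paper's enrichment analyses were not used here. They were tested with camera at a preset correlation of 0.01, two-sided, and with one-sided Fisher's exact tests of called genes against all genes tested, adjusted over the 10 lists with enough genes. The hepatocyte list had 0 of its 22 genes in the table of the Myc experiment and 1 in that of the HU experiment and could not be tested. The Reactome set came with fgsea 1.28.0. Named genes are the 38 genes taken from the paper, of which 37 are in each table, and for each comparison the 3 genes with the largest rise and the 3 with the largest fall among called genes whose groups do not overlap and whose mean is at least 5 CPM. Of these, the text prints those that bear on a claim. Where a group has at most 3 counts in every library, a fold change is given as a lower bound computed at 3 counts.

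The lists, comparisons, tests, named genes and alternatives were set before the data were examined, except where stated. Parts that describe their tests as chosen after the results were seen also hold results of these lists, comparisons and named genes. For those results, it was the choice to report them there that came later. The alternatives were the compared groups alone in the fit, a block for the replicate number, a filter at 5 CPM in every library, no filter, DESeq2, an absolute log2FC of at least 1 as a further criterion, fry or an estimated correlation for the lists, the Reactome set, a separate WT Ctrl library for each comparison, and leaving out each library in turn. Alternatives for normalized values were not applicable to counts. With 2 libraries per group, no rearrangement of the labels can give a p-value below 0.05, so that the tests rest on the spread that edgeR shares between genes and groups. ChIP-seq, Cut&Run, DSB-capture and proteomic data were not analysed here.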

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

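All tests in this part were chosen after the results were seen.

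The difference between KO1 and KO2 in the libraries with the Ctrl vector was not the difference in the libraries with the Myc vector: 3453 genes passed the threshold of 0.01 for the interaction of line and vector, in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of the 2398 genes called between KO1 Ctrl and KO2 Ctrl, 2084 (86.9%) had the opposite difference between the libraries labelled KO1 Myc and KO2 Myc, and across genes the Pearson correlation of both differences was −0.732. Genes with low counts do not account for this, since the share was 84.4% among genes with at least 5 CPM in every library. A candidate explanation is that the line numbers are exchanged between the Ctrl and the Myc libraries. With the Myc numbers exchanged, the Pearson correlation across genes of the Myc effects of both lines was 0.471, against −0.401 as labelled. Spearman's rho was 0.613 exchanged and 0.123 as labelled, so only Pearson's r was negative as labelled. With the Ctrl vector, 14 genes were on in a single KO line (at least 10 CPM, under 1 in the other line). All 14 had the higher level at the other number with the Myc vector. Trim33 mRNA itself was 126.9 CPM in KO1 Ctrl and 124.4 in the libraries labelled KO2 Myc, and 203.9 in KO2 Ctrl and 188.9 in those labelled KO1 Myc. Which vector's libraries would carry the exchanged numbers cannot be read from these data, and a change of the lines during selection for the vector was not tested. Averages of both KO lines do not depend on the numbers, while comparisons of a line with Myc against the same line with Ctrl do.

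The effect of Myc on the DNA replication list differed between KO and WT cells. The median of the interaction was −0.68 (camera adjusted p = 9.57e-11, and 0.00797 unadjusted with an estimated correlation), with 5 of the 35 genes above 0. Relative to the mean of WT Ctrl, the median log2 level of the 35 genes was 0.506 and 0.555 in the KO1 Ctrl libraries, 0.783 and 0.749 in KO2 Ctrl, 0.521 and 0.596 in those labelled WT Myc, 0.568 and 0.548 in those labelled KO1 Myc, and 0.683 and 0.639 in those labelled KO2 Myc, so the WT Ctrl libraries stood apart from the other 10. With a separate WT Ctrl library for each comparison, the correlation of KO and Myc effects was 0.718 at the lowest. This value argues against chance values of the shared WT Ctrl libraries. A single deviating WT Ctrl library is argued against as well: leaving out either of them left the median of KO against WT at 0.63 or more. The state of the WT Ctrl cultures at harvest and an effect of Trim33 cannot be told apart, because both WT Ctrl libraries may come from cultures in the same state. In the HU experiment, with other WT cultures, the median of the list in KO against WT was −0.030, but the KO line used there is not named. That Trim33 loss and Myc act on the same genes, so that their effects do not add, remains open and was not tested.

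The cholesterol synthesis list behaved in another way. The median of its interaction was −0.86, with 0 of 21 genes above 0 (camera adjusted p = 4.92e-16, and 0.0261 unadjusted with an estimated correlation). It was higher in KO than in WT with the Ctrl vector (median 0.70, 19 of 21 genes, camera adjusted p = 2.72e-07, but 0.109 unadjusted with an estimated correlation) and lower with Myc than with Ctrl in both KO lines (median −0.91 in KO1 and −0.88 in KO2 as labelled). A difference between the sets of Ctrl and Myc libraries would lower the list in WT as well, where its median was 0.036. Medium, density and other conditions of culture that could act on KO cells alone were not recorded and were not tested, so a biological origin remains a hypothesis.

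The response of KO cells to HU is in data the paper does not report on. With HU, 723 genes were called in KO cells, 521 higher and 202 lower, and the authors' deposited table passes the same 723. Of these, 474 were also called in WT cells, 473 of them in the same direction. The interaction of HU and KO passed the threshold for 8 genes, and 602 genes had an unadjusted p below 0.05 where 560 are expected by chance. The p53 targets had a median of 0.92 in KO cells, with 37 of 42 genes higher. With this depth and spread, a difference in response between KO and WT was not detectable for most genes. A technical limit is that the counts of this experiment are mostly even: at low counts, replicates differed by 2.28 times the counting noise, as counting each fragment as 2 reads would give. This may inflate the apparent depth, and with the counts divided by 2, an alternative added later, 745 genes were called.

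The paper's text names no comparison of untreated KO and WT cells of the HU experiment, although the legend of Supplementary Fig. 3a leaves open which libraries its averages use. Here 626 genes were called, 344 higher and 282 lower in KO. The largest rises were at least 38-fold for Cntn3, 22.8-fold for Syt13 and 21.1-fold for Tmem47, and the largest falls at least 19.4-fold for Il5ra, 13.3-fold for Ccdc3 and 10.4-fold for Chst15. Of the 5091 genes changed in the same direction in KO1 and KO2 in the Myc experiment, 4624 are in this table and 2038 (44.1%) changed in the same direction here. Noise from low counts is argued against by the 315 of these genes past 0.01 here, of which 115 (36.5%) had the same direction. An exchange of the labels WT and KO is argued against by Trim33 mRNA, which was lower in KO (log2FC −1.49). Differences between cell lines unrelated to Trim33 are a candidate explanation that remains open. Of the 268 genes with an absolute log2FC of at least 2 in the Myc experiment, 37.7% had the same direction here. That share restates the disagreement and does not tell this explanation from others. Passage, culture conditions and the identity of the KO line were not tested.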

How the results depend on the processing

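Dividing the HU counts by 2 and taking the genes called on the mean of both KO lines are the alternatives in this part that were chosen after the results were seen. Of 38 main results, 16 kept their direction and their side of the threshold, or stayed within the limits set for values and counts. This holds under the alternatives that were run for each, apart from leaving out libraries. Of these 16, 9 also stayed within their spread without any 1 library. Among these 9 is the number of genes with an interaction of line and vector. The criterion on the absolute log2FC, which moved all 15 results it was applied to, was not run for this number. For the same number, only the direction of called genes was checked without 1 library, so no spread was compared. The p-values compared for lists were unadjusted. Of 53 results for single genes, 50 were unchanged by the alternatives, and 19 moved by more than their spread without 1 library. Omitting the filter changed nothing, since it had removed 0 genes. The interactions of Myc and KO and of HU and KO already use every group of their experiment, so the compared groups alone give no other fit.

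Adding an absolute log2FC of at least 1 leaves fewer genes by its construction: 2090 in KO1, 1691 in KO2, 1280 in both, 1066 between the libraries labelled WT Myc and WT Ctrl, 690 in KO1 Myc, 1231 in KO2 Myc, 485 in both under Myc, 1046 for the interaction of Myc and KO, 654 between KO1 and KO2, 336 with HU in WT, 262 with HU in KO, 2 for the interaction of HU and KO, and 252 between untreated KO and WT. The medians of the shared genes became 1.72 and −2.04 for the same reason. With the compared groups alone in the fit, 1541 genes were called in KO1 Myc, 2775 in KO2 Myc, 1065 in both and 4029 between KO1 and KO2, the medians were 0.66 and −0.60, and 79.9% of the genes called between KO1 and KO2 had the opposite difference under Myc. The cause was not tested. With the filter at 5 CPM in every library, which leaves 9572 and 9354 genes to test, 1585 genes were called between KO1 and KO2, 84.4% of them opposite under Myc, and the medians were 0.61 and −0.57. The median of the interferon list with Myc in WT was 0.58, and the list lost its call (a p-value of 0.0575 from limma's camera).

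With DESeq2, 727 genes were called with HU in WT, 456 with HU in KO, 396 between untreated KO and WT, and 5 for the interaction of HU and KO (40% higher, against 62.5% of the 8 called by edgeR). Of those in WT, 723 were also called by edgeR. Of the genes shared by KO1 and KO2, 73 were past 0.01 in the same direction in the HU experiment, and the median of the downregulated genes was −0.68. DESeq2 gave no adjusted p for 652 genes in WT with HU and 435 in KO with HU. The cause of these changes was not tested. A replicate block gave −0.65 for the median of the downregulated genes. The replicate numbers do not pair the libraries: correlations of replicate differences between groups ranged from −0.15 to 0.19 in the Myc experiment and from −0.014 to 0.051 in the HU experiment. With the genes called on the mean of both KO lines in place of those called in each line, the medians were 0.62 for upregulated and −0.56 for downregulated genes. Over all shared genes in place of the DNA replication list, the correlation of KO and Myc effects was 0.57.

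Among the main lists, calls also changed with the gene set test. Cholesterol synthesis in KO (median 0.70) did not pass under an estimated correlation (p = 0.109), and REST targets with HU (median 0.50) passed under fry (p = 0.0489; the p-values of its alternatives reach 0.944). E2f/DREAM targets in untreated KO against WT of the HU experiment changed sign near 0, to −0.0060 under the filter at 5 CPM (a camera p-value of 0.997) and to −0.0058 with the HU counts divided by 2. Mcm2 in KO2 changed sign under that filter, to 0.00027. The cause was not tested.

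Without 1 library at a time, called genes kept their direction in the comparisons for which this was checked, which leave out those of Myc with Ctrl within a KO line. This share was at its ceiling of 100% in all of these fits, so it does not rank the comparisons by stability. The median of the downregulated genes ranged from −0.67 to −0.65, and the share of genes with the same direction in both experiments from 42.9% to 47.1%. List medians in KO ranged from 0.63 to 0.67 for DNA replication, from 0.20 to 0.24 for cell cycle and from 0.65 to 0.75 for cholesterol synthesis. With HU in WT they ranged from 0.91 to 1.07 for p53 targets, from 0.60 to 1.45 (without replicate 2 of untreated WT) for C/EBP targets and from −0.11 to −0.065 for E2f/DREAM targets. In untreated KO against WT of the HU experiment, the median ranged from −0.090 to 0.011 for DNA replication and from −0.016 to 0.056 for E2f/DREAM targets, so that both changed sign with single libraries. The median of REST targets with HU was 0.30 without replicate 2 of HU-treated WT and 0.71 without replicate 1. The numbers of called genes in the HU experiment are limited. In simulated counts, 73% of genes with an absolute log2FC of 1 and a mean above 5 CPM were recovered. The simulation does not separate depth from spread. The biological coefficient of variation was 0.102 there, against 0.0498 in the Myc experiment.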

Differences from the paper's values

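All comparisons in this part were made after the results were seen.

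The paper gives a median log2FC of 0.58 for upregulated and −0.56 for downregulated genes in Trim33-KO cells (the paper's values), while the mean of KO1 and KO2 over the genes called in both lines had medians of 0.73 and −0.66. None of the alternatives set before the data were examined closed the gap. The nearest was the filter at 5 CPM in every library, with 0.61 and −0.57, followed by the compared groups alone in the fit, with 0.66 and −0.60. DESeq2 gave 0.74 and −0.68, the replicate block 0.72 and −0.65, no filter 0.73 and −0.66, and an absolute log2FC of at least 1 as a further criterion 1.72 and −2.04. Without 1 library at a time the medians ranged from 0.71 to 0.75 and from −0.67 to −0.65. With the genes called on the mean of both lines in place of those called in each line, an alternative chosen after seeing the values, the medians were 0.62 and −0.56, so that the median of the downregulated genes falls within the paper's value and that of the upregulated genes does not. The paper's legend of Supplementary Fig. 3a describes its values as the average over a pair of independent RNA-seq experiments, and which libraries these are is not stated. Over the genes passed in the same direction in both lines, the authors' deposited tables give 0.73 and −0.66.

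For the genes changed by HU in WT cells, the legend of Supplementary Fig. 5g gives 1170 (the paper's value), against 1102 here and in the authors' deposited table, which is within the 1.5-fold limit set for counts. The replicate block gave 1230, the compared groups alone 1038, the filter at 5 CPM 1047 and DESeq2 727, and dividing the HU counts by 2, an alternative chosen after seeing the data, gave 1141.

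The paper states that virtually all DNA replication genes were upregulated in Trim33-KO cells. In the list used here 29 of 35 genes were higher in the mean of both lines, and Rnaseh2a, Rpa3 and Pole4 were lower past the threshold in both. Among subunits of the Mcm helicase, Mcm2 had a log2FC of −0.30 in KO1 and −0.04 in KO2.

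The paper names REST targets among the genes primarily deregulated by HU. The list used here had a median log2FC of 0.50 with a camera p-value of 0.167 and 0 of 10 genes called. The rotation test fry, an alternative set before the data were examined, gave a p-value of 0.0489 for this list and so calls it. The other alternatives did not call it. Under the filter at 5 CPM the median was 0.17, with a camera p-value of 0.944.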

Other observations

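All tests in this part were chosen after the results were seen.

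Trim33 mRNA was lower in the libraries labelled WT Myc than in WT Ctrl and higher in those labelled KO1 Myc than in those labelled WT Myc. An exchange of WT and KO libraries under Myc is argued against by 16 genes with at least 10 CPM in every WT Ctrl library and under 1 CPM in every KO1 Ctrl and KO2 Ctrl library: 13 of them (81.2%) had a mean of at least 5 CPM in the libraries labelled WT Myc, and 0 in those labelled KO1 Myc or KO2 Myc. A lower level of Trim33 mRNA with Myc in WT cells therefore remains among the open explanations, and it may also reflect the state of the cultures, which was not tested.

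Myc mRNA was lower in both KO lines than in WT with the Ctrl vector (Entrez 17869; log2FC −1.19 in KO1 and −1.02 in KO2, adjusted p = 3.34e-11 and 2.52e-10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In the HU experiment it was not distinguishable between untreated KO and WT (log2FC −0.02, standard error 0.122, adjusted p = 0.95 from the same test). With HU it rose in WT cells (log2FC 0.98, standard error 0.117, edgeR adjusted p = 1.46e-09).

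The other lists gave these medians in the mean of both KO lines against WT with the Ctrl vector: −0.01 for p53 targets (22 of 45 genes higher, camera adjusted p = 0.41), 0.00 for TNF signaling (36 of 71 higher, adjusted p = 0.95), −0.35 for REST targets (4 of 14 higher, adjusted p = 0.0017) and −0.32 for interferon response, or −0.37 with genes at the floor set to their bound (8 of 22 higher, adjusted p = 0.918). The test fry, which asks whether the genes of a list change rather than whether they change more than other genes, passed lists that camera did not, with unadjusted p-values of 2.68e-05 for p53 targets, 0.00313 for TNF signaling and 0.00279 for interferon response. The C/EBP targets differed between the KO lines: 10 of 17 genes were higher in KO1 (camera adjusted p = 0.84) and 6 of 17 in KO2 (adjusted p = 0.0143), and in KO1 against KO2 14 of 17 were higher (adjusted p = 0.000587, but an unadjusted p-value of 0.0754 with an estimated correlation). With Myc in WT, the interferon list had a median of 0.95 (20 of 22 higher, camera adjusted p = 0.00139), and under Myc it was lower in the libraries labelled KO1 Myc (−1.51 with genes at their bound, 1 of 22 higher, adjusted p = 2.15e-08) and KO2 Myc (−0.92, 4 of 22 higher, adjusted p = 0.0056) than in those labelled WT Myc. These lists are members of the 10 lists tested together in each comparison. Their report here was chosen after the results were seen. No biological explanation was tested for these lists.

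With HU in WT, the remaining lists had medians near 0: −0.05 for mismatch repair (9 of 22 higher, adjusted p = 0.88), −0.05 for cell cycle (52 of 117 higher, camera adjusted p = 0.804), −0.10 for cholesterol synthesis (8 of 20 higher, adjusted p = 0.34) and −0.03 for interferon response (4 of 8 higher, adjusted p = 0.985). Of the cell cycle genes, 28 were called (23.9%; Fisher's exact test, adjusted p = 1.59e-05). Under fry, the unadjusted p-values were 0.00198 for cell cycle and 0.00568 for cholesterol synthesis.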
